# Hepatic circadian clock oscillators and nuclear receptors integrate microbiome-derived signals

**DOI:** 10.1038/srep20127

**Published:** 2016-02-16

**Authors:** Alexandra Montagner, Agata Korecka, Arnaud Polizzi, Yannick Lippi, Yuna Blum, Cécile Canlet, Marie Tremblay-Franco, Amandine Gautier-Stein, Rémy Burcelin, Yi-Chun Yen, Hyunsoo Shawn Je, Al-Asmakh Maha, Gilles Mithieux, Velmurugesan Arulampalam, Sandrine Lagarrigue, Hervé Guillou, Sven Pettersson, Walter Wahli

## Abstract

The liver is a key organ of metabolic homeostasis with functions that oscillate in response to food intake. Although liver and gut microbiome crosstalk has been reported, microbiome-mediated effects on peripheral circadian clocks and their output genes are less well known. Here, we report that germ-free (GF) mice display altered daily oscillation of clock gene expression with a concomitant change in the expression of clock output regulators. Mice exposed to microbes typically exhibit characterized activities of nuclear receptors, some of which (PPARα, LXRβ) regulate specific liver gene expression networks, but these activities are profoundly changed in GF mice. These alterations in microbiome-sensitive gene expression patterns are associated with daily alterations in lipid, glucose, and xenobiotic metabolism, protein turnover, and redox balance, as revealed by hepatic metabolome analyses. Moreover, at the systemic level, daily changes in the abundance of biomarkers such as HDL cholesterol, free fatty acids, FGF21, bilirubin, and lactate depend on the microbiome. Altogether, our results indicate that the microbiome is required for integration of liver clock oscillations that tune output activators and their effectors, thereby regulating metabolic gene expression for optimal liver function.

The mammalian body is a complex ecosystem that consists of a eukaryotic core and a myriad of microorganisms, including the gut microbiome (microbial communities and their metabolites). Together, they form a holobiont, whose parts live in symbiosis with a high capacity to adapt to changing environmental conditions^1^,^2^.

Indigenous microbe populations have co-evolved with their hosts to meet mutually beneficial biological needs. In particular, they support the host by promoting digestion and absorption of food ingredients, such as complex dietary carbohydrates and lipids, thus maximizing the energy harvest from ingested food^3^.

Intestine and liver are derived from the primitive gut, which develops into these two complex metabolically mature organs^4^. Once differentiated, these organs maintain a direct communication via the portal vein and the bile duct. The venous blood from the intestine is the main supplier of absorbed gut products, including nutrients and microbial metabolites. The hepatic output, in response to incoming metabolites and nutrients, comprises the production of bile acid. Bile acid is discharged via the bile duct into the intestine to tune intestinal host metabolism and modulate the abundance and distribution of various microbiome components^5^. Such interactions may suggest a possible link between certain metabolic liver diseases and the composition and roles of the gut microbiome. In fact, perturbations of the gut microbiome have been associated with common liver disorders, such as non-alcoholic fatty liver disease, non-alcoholic steatohepatitis, alcoholic liver disease, and liver cirrhosis^5^,^6^.

Almost all living organisms are exposed to the light–dark cycle, and their activity–rest cycles and feeding behaviours have been adapted to this oscillation. This 24-hour rhythm is driven by a biological circadian clock whose functions are well documented not only in the suprachiasmatic nucleus of the brain but also in liver, muscle, and intestine, key organs for energy homeostasis^7^. Repeated and lasting misalignment between internal clocks and activity, including shift work, and frequent cross-time zone travel, contributes to the development of metabolic diseases. Consistently, disruption of clock circuitry genes has been associated with metabolic disturbances^8^, alteration of xenobiotic detoxification^9^, bone homeostasis^10^, and epileptic seizures^11^.

Recently, a new link between the intestinal peripheral clock, the microbiome, and systemic metabolism has been unveiled^12^. Antibiotic-induced depletion of the gut microbiome results in alteration of circadian gene expression in enterocytes and of rhythmic corticosterone production in the gut, with an ensuing hypercorticosterolism that causes hyperglycaemia, insulin resistance, and increased triglycerides and free fatty acids in plasma. Taken together, these data suggest that the gut microbiome is an integral component of mechanisms that synchronize the intestinal epithelial clock. The intestinal microbiome undergoes diurnal oscillation in composition and function, as well^13^,^14^.

Despite the newly acquired information about microbiome–host bidirectional interactions, little is known about the microbiome–liver axis. Although the gut microbiome has been implicated in regulation of liver metabolism, including the hepatic molecular clock^14^, much remains to be explored on its effects on the daily rhythms of hepatic physiological patterns. It is well established that feeding rhythm drives circadian transcriptional regulation by the liver clock^15^; however, how the microbiome is involved in this process remains elusive. The data herein demonstrate an altered clock expression pattern in mice lacking a microbiome, which results in shifts in clock-controlled gene expression. In particular, the activity of nuclear receptors activated by fatty acids and cholesterol is profoundly affected. Altogether, these data indicate that the microbiome contributes not only to harvesting energy from nutrients but also to collecting or producing signals that are essential to controlling the hepatic clock genes and their effectors such as nuclear receptors.

## Results

### Gut microbiome is required for both liver core clock tuning and clock-controlled functions

Based on the recently established link between the peripheral clock in intestinal epithelial cells and the microbiome^12^, we hypothesized that the microbiome also impacts liver physiology possibly via the liver clock core, which consists of two interlocked feedback loops that comprise several clock genes^7^. Liver and blood samples from C57Bl/6 male mice maintained in germ-free (GF) or specific pathogen–free (SPF) conditions were collected around the clock to address the question. Analysis of gene expression from liver samples showed that *Bmal1, Rev-erbα, Rev-erbβ, Per1, Per2, and Cry1* displayed significantly different mRNA expression patterns in GF mice compared to SPF mice as demonstrated by analysis with the JTK_Cycle algorithm^16^ (Fig. 1a,b; see Supplementary Tables S1 and S2 online). *Cry1* gene expression was shifted toward the dark period whereas *Rev-erbβ*, *Per1* and *Per2* expression was shifted toward the light period (Fig. 1b). Moreover, Bmal1, Rev-erbα, Per1, Cry1 mRNA levels were higher at some specific time points in GF mice compared to SPF mice. Therefore, we next assessed whether the altered expression pattern of the hepatic clock core components also affected genes encoding the output transcription factors, namely the PAR bZip factors Dbp and Tef, and the basic helix–loop–helix factor Dec2 (Bhlhb42) (Fig. 1a and see Supplementary Tables S1 and S2 online). The expression pattern of these liver clock output effectors was disturbed in GF mice as their rhythmic period of gene expression was modified in GF compared to SPF mice. Interestingly, analysis of gene expression correlation between the hepatic core clock genes and their effectors showed that their gene expression pattern was globally conserved in liver of GF compared to SPF mice, suggesting that the hepatic clock in GF mice is functional but with a perturbed expression pattern. (see Supplementary Fig. S1 online). Monitoring of GF and SPF mice in an open field for 24 hours showed no major difference in their light/dark phase locomotor activity patterns suggesting that differences observed in hepatic clock gene expression were not due to a switch in light/dark activity (see Supplementary Fig. S2 online). Collectively, these observations implied a microbiome-mediated regulation of the expression patterns of clock-connected genes and output regulators they control.

By performing microarray gene expression analysis on liver samples, we identified more than 4000 transcripts as significantly differentially expressed (FDR < 1%) between GF and SPF. 

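Livers of 20 GF and 20 SPF male mice, 5 of each kind at ZT0, ZT6, ZT12 and ZT18, were each hybridized to an array of their own, with 12 h of light from ZT0 to ZT12. The deposited values are log2 intensities that the authors obtained with RMA, and 35824 probesets entered the tests, of which 23525 carry a single gene symbol and stand for 22184 genes. A limma linear model with a mean for each of the 8 groups gave the GF minus SPF difference at each ZT, its average over the 4 ZT, and a test of whether the difference depends on ZT, all at a Benjamini-Hochberg adjusted p of at most 0.01. The legend of Fig. 2 describes the paper's list as significant over all comparisons, and the text does not name each contrast. The array medians lay between 4.21 and 4.31 on the log2 scale, and each of the 40 arrays had a higher mean correlation with its own group than with the others. The methods name 2 animal facilities, and the array labels do not say which mouse was housed in which, so no fit with the facility as a term can be had.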

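The strongest rise in GF liver was that of Moxd1, which encodes a copper-dependent monooxygenase. It went from a level under that of the median probeset in SPF mice to a high level in GF mice, at least 33.3-fold higher on average over the 4 ZT (log2 difference 5.06, SE 0.41, adjusted p = 4.54e-12), a lower bound because its SPF level is not above background. Scara5, a ferritin receptor, Tff3, a secreted trefoil peptide of mucous epithelia, and Gpx6, a glutathione peroxidase, were 6.43-fold, 5.82-fold and at least 4.42-fold higher in GF mice, as Gpx6 is near background in SPF mice. Among the genes that fell, Csad encodes an enzyme of taurine synthesis and was 5.06-fold lower (log2 difference −2.34, SE 0.08, adjusted p = 4.22e-22), and the peroxisomal fatty acid transporter Abcd2 was 3.68-fold lower. The 10 largest average rises also held Susd4 (3.41-fold), the metallothionein Mt1 (2.9-fold) and the acute phase gene Orm3, and 6 of the 10 largest falls were cytochrome P450 genes of the Cyp2b, Cyp3a and Cyp4a families, although Cyp3a44 lies near background in both kinds of mice. Genes within the Cyp2b and Cyp3a families are close in sequence, so that a probeset can also bind transcripts of its relatives. In all, 2270 probesets differed between GF and SPF mice at 1 ZT or more, with a median size of 0.5 on the log2 scale. Of these, 821 were higher and 1430 lower in GF mice and 19 went in both directions. A single gene symbol is carried by 1911 of them, and 1856 are the probeset with the highest mean of their gene. Averaged over the 4 ZT, 1140 probesets were higher and 2044 lower in GF mice, and 1380 and 1718 after a further quantile normalization. The 2270 became 759 when each ZT was fitted on its own 10 arrays, 1467 with blocks of ZT and replicate number, 252 with a log2 difference above 1 and 4575 at an adjusted p of at most 0.05, and lay between 2021 and 2279 with any array left out.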

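Clustering of the 40 mice on the 2270 probesets that differed, with 1 minus Pearson's r as the distance and Ward's linkage, placed the 20 GF mice on a main branch of their own and the 20 SPF mice on the other. Divided into 8 branches, the tree held each of the 8 groups of 5 mice whole and apart. These probesets were picked by a test between the same mice, so the tree was also built without the labels. On the 1000 most variable probesets the 2 main branches again parted GF from SPF mice, and 39 of the 40 mice fell with their group, while SPF ZT6 replicate 3 joined the SPF ZT18 mice. On all 35824 probesets the first division followed the time of day more than the microbiome. It parted 35 mice by ZT0 and ZT6 against ZT12 and ZT18 and only 25 by GF against SPF. The exceptions by time were the 5 GF ZT6 mice, which joined the ZT12 and ZT18 mice of both kinds. Its 8 branches were again the 8 groups.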

Strikingly, the hierarchical clustering of the individual gene expression values on these significantly regulated transcripts provided evidence of distinct transcriptomic trajectories of GF and SPF livers (Fig. 2a). 

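Tff3 was higher in GF mice at each ZT, by 2.53, 2.75, 2.6 and 2.29 on the log2 scale at ZT0, ZT6, ZT12 and ZT18, and the taurine synthesis gene Csad was lower, by −2.05, −2.23, −2.78 and −2.31. Scara5 and Gpx6 rose at each ZT as well, by 2.34 to 2.95 and by at least 1.72 to 2.45. None of these calls ended when any array was left out. At ZT6, Moxd1 was higher by at least 7.03 (SE 0.81, adjusted p = 2.9e-07), although its difference was not shown to depend on ZT (adjusted p = 0.328), Ciart, a repressor within the clock, was 6.02-fold higher (log2 difference 2.59, SE 0.28, adjusted p = 6.21e-08), and the β-tubulin gene Tubb2a was 5.37-fold lower (−2.42, SE 0.18, adjusted p = 1.01e-11). By limma, 169 probesets were higher and 342 lower in GF mice at ZT0, 330 and 509 at ZT6, 364 and 766 at ZT12, and 304 and 655 at ZT18. With blocks of ZT and replicate number, 535 differed at ZT6 and 734 at ZT12. Of the 2270, 154 passed at all 4 ZT and 1566, or 69%, at a single ZT, which does not by itself show that their difference depends on the time of day. The mean correlation of an array with the other arrays of its group lay between 0.9893 and 0.9945.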

All 40 GF and SPF animals included in the experiments exhibited a remarkable consistency in regard to both their expression pattern (GF versus SPF) and the four ZT time points of sample collection. 

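Whether the difference between GF and SPF mice depends on ZT was tested directly. Tubb2a showed it most clearly. In SPF mice its log2 level was 9.33 ± 0.2, 9.04 ± 0.33, 6.9 ± 0.29 and 8.32 ± 0.3 (mean ± SD of 5 mice) at ZT0, ZT6, ZT12 and ZT18, and in GF mice it was already at its low level at ZT6, with 8.95 ± 0.23, 6.62 ± 0.3, 6.84 ± 0.39 and 8.73 ± 0.33 (limma F test, adjusted p = 5.06e-08). Coq10b, of coenzyme Q metabolism, was lower in GF mice at ZT0 (−0.69) and higher at ZT6 (0.99), and Grk5, a receptor kinase, was higher at ZT0 (0.76) and lower at ZT6 (−0.57). The oestrogen receptor gene Esr1 was lower in GF mice at ZT0 (−0.59) and higher at ZT12 (0.9). Net1, a guanine nucleotide exchange factor, was lower at ZT6 (−0.83, SE 0.08, adjusted p = 8.58e-09) and within 0.06 of the SPF level at the other times. The difference depended on ZT for 166 probesets at an adjusted p of at most 0.01 and for 5238 at an unadjusted p under 0.05. The 166 became 110 without SPF ZT6 replicate 4, 98 without SPF ZT18 replicate 2 and 85 without GF ZT6 replicate 4, 46 with blocks of ZT and replicate number, and 400 when the test covered only probesets with a mean above log2 5.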

Based on the clustering results illustrated on the heatmap, it is obvious that GF and SPF mice showed marked differences in their gene expression oscillation profile over 24 hours.

Analysis of the transcripts with altered daily - we use the term “daily” rather than “circadian” because the study was performed using standard light/dark conditions - regulation in the absence of a microbiome revealed nine major gene clusters for which a gene ontology (GO) enrichment analysis was performed, which define hepatic GO biological processes that are dependent on gut microbiome and/or daily rhythm (see Supplementary Table S3 online). For each gene cluster, the median gene expression profile was drawn along ZT time points in SPF and GF mice, defining 9 specific gene expression patterns (Fig. 2b). 

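Ward's linkage gave 9 clusters for the 2270 probesets, which are lettered here from the most negative to the most positive GF minus SPF difference and do not stand for the numbers of Fig. 2b. Cluster A, the largest, holds 507 probesets, with 10 of the 18 clustered genes of the glutathione list, 7 of 17 targets of CAR and PXR and 7 of 13 of PPARα. Each probeset was scaled to a mean of 0 and an SD of 1 over the 40 mice. For each group of mice, the median of the group means over the probesets of a cluster was taken. In cluster A it was 0.83, 0.86, 0.85 and 0.49 at the 4 ZT in SPF mice and −0.57, −0.61, −0.83 and −0.96 in GF mice. Cluster I, with 164 probesets, among them 9 male-biased genes and 4 of blood coagulation, ran the other way, from −1.04 to −0.38 in SPF mice and from 0.63 to 0.88 in GF mice. Clusters E and F hold clock genes. Cluster E holds 3 core clock and 5 proteasome genes, with 0.72 in SPF and −0.71 in GF mice at ZT6, and cluster F holds 4 clock output genes, with −0.77 and 1.22 at that time. The lowest GF median lay at ZT12 in cluster C (−1.23) and at ZT0 in cluster D (−1.21). The highest GF median lay at ZT12 in cluster G (1.23) and at ZT0 in cluster H (0.9). Cluster B, with 247 probesets, had its highest SPF median at ZT18 (1.09). With the ward.D2 form of the linkage, the adjusted Rand index to these clusters was 0.41 and the smallest cluster held 68 probesets in place of 122.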

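Among the clock genes, Rev-erbα (Nr1d1) and Per1 kept their rhythm in GF livers, with the same period of 24 h and the same peaks, at ZT9 and ZT12. This differs from the paper's PCR, where JTK_Cycle gave both a changed pattern and Per1 moved toward the light period. Bmal1 (Arntl), Clock, Rev-erbβ (Nr1d2), Per3, Dbp and Tef were rhythmic in both kinds of mice with a period of 24 h in SPF mice and 18 h in GF mice, and the peak of Dbp went from ZT12 to ZT9. Cry1 went the other way, from 18 h in SPF to 24 h in GF mice. Hlf, a transcription factor that relays the clock's rhythm, kept its period and peaked at ZT15 in SPF and at ZT12 in GF mice. Cry2 was rhythmic in SPF mice (JTK_Cycle, BH adjusted p = 6.63e-05) and not in GF mice (0.147), while the test of whether its difference depends on ZT gave an adjusted p of 0.759. JTK_Cycle ranked the 20 mice of each kind against 9 waveforms with periods of 12, 18 and 24 h, at a BH adjusted p under 0.05 over all 35824 probesets. With samples every 6 h over a single day, an 18 h period and a peak moved by 3 h are fitted shapes at the limit of the sampling. Of the supplementary Excel file, only the first 766 probesets of a longer table are held. For these 766, the p adjusted over waveforms equals that of the file in both kinds of mice within a relative tolerance of 0.0001. The order of time points in the waveforms was taken from the same 766, so that this equality is no independent check.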

A rhythmicity analysis (JTK_Cycle) was performed on all transcripts and the results were summarized as pie charts for each 9 gene clusters (Fig. 2c and see Supplementary Excel File S1 online). The results revealed that in all clusters, genes with a significant (FDR < 5%) daily rhythmic expression in the SPF liver samples were affected by microbiome depletion (referred to as classes 2, 3, 4 and 5) (Fig. 2c). 

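Rhythm was found for 2924 probesets in SPF mice and 3147 in GF mice. Among the 2270 probesets that differed between the groups, 90 were rhythmic in both with the same period and peak (class 1), 154 with another peak (class 2), 141 with another period (class 3), 347 in SPF mice alone (class 4), 438 in GF mice alone (class 5) and 1100 in neither (class 6), so that classes 2 to 5 hold 1080, or 47.6%. Over all 35824 probesets, classes 2 to 5 hold 4464, or 12.5%. Falling on either side of a threshold in SPF and in GF mice does not show that the rhythms differ. At an adjusted p of at most 0.01, the limma test of that difference passed for 42 of 383 probesets of class 2 and 45 of 382 of class 3. It passed for 28 of 1738 of class 4 and 34 of 1961 of class 5. At an adjusted p of at most 0.05, the counts in classes 2 to 5 were 87, 97, 137 and 180. Of classes 4 and 5, 486 and 579 probesets had a BH adjusted p under 0.2 for rhythm in both kinds of mice. At a BH adjusted p under 0.01, 911 probesets were rhythmic in SPF and 1394 in GF mice, with 593 of the 2270 in classes 2 to 5. Among the 2270, class 3 held 38 with periods of 12 and 24 h, and class 2 held 243 with 24 h only. In 2 forms chosen after seeing the data, class 2 held 83 with tied time points, and classes 2 to 5 held 1610 with the p adjusted over waveforms only, by which 6997 probesets were rhythmic in SPF and 6888 in GF mice. The paper's marks of rhythmic probesets equal this p under 0.05 in 766 of the 766 probesets held.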

Especially, the majority of genes in clusters 1, 2, 4, 5, 8 and 9 saw their rhythmic expression strongly affected by the absence of microbiome, whereas genes in clusters 3, 6 and 7 mainly displayed a very large difference in their mRNA expression levels between GF and SPF. Moreover, gene expression in clusters 3, 4, 6, and 7 was increased (clusters 3 and 4) or decreased (clusters 6 and 7) in GF mice compared to SPF mice (Fig. 2b). 

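The clusters with core clock and clock output genes, E and F, had the most probesets whose difference between GF and SPF mice depends on ZT, 17.8% and 22.1%, against 9.2% of D, 1.2% of I, 2.2% of A and 2.4% of B. Probesets of classes 2 to 5 made up 74% of cluster D, 73.1% of E, 63.9% of F, 56.3% of G, 51.9% of C and 51.6% of H, but 31.2% of B, 28.6% of A and 23.8% of I. The latter 3 are the clusters with the largest median distance between GF and SPF mice, −1.31, −1.4 and 1.48 SD. From such profiles, the paper distinguishes clusters whose rhythm is affected from clusters that differ mainly in their expression level.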

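In cluster A, 474 of 507 probesets (93.5%) were lower in GF mice in the average over the 4 ZT at an adjusted p of at most 0.01, and in B 217 of 247 (87.9%). In cluster I, 163 of 164 probesets (99.4%) were higher. The average difference was positive and past the threshold for 190 of 261 probesets of G, 192 of 275 of H and 52 of 122 of F. No probeset of A to D was higher and none of F to I was lower on average, whereas cluster E held 138 lower and 8 higher ones.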

In the two latter showing a particularly low expression in GF compared to SPF mice independently of the ZT, the GO enriched terms are related to oxidative stress, lipid metabolic processes, long-chain fatty acid transport, and organic acid metabolic processes (clusters 6 and 7). Those that showed an overall higher expression in GF versus SPF mice showed enriched biological processes in activation of the immune response, protein catabolism, carboxylic acid catabolic processes, and blood coagulation (clusters 3 and 4). 

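Glutathione conjugates toxic and oxidized compounds, and several transferases that use it fell in GF liver. Gsta4, which handles products of lipid peroxidation, was 2.39-fold lower on average over the 4 ZT (log2 difference −1.26, SE 0.07, adjusted p = 4.45e-17), Gstm4 1.91-fold and Gstm1 1.53-fold lower. Of 32 glutathione and antioxidant genes, 18 were lower, and only Gpx6 was higher. Among 24 targets of PPARα, which govern fatty acid oxidation, 16 were lower and 2, Cpt1a and Angptl4, were higher, with Acot2 2.34-fold and Vnn1 2.27-fold lower. Lipid synthesis genes under LXR and SREBP1 were lower for 10 of 24, such as Me1, and higher for 2, Lpin1 and Mylip. Genes of long-chain fatty acid transport and activation moved both ways: Cd36 (−0.65) and Slc27a4 were lower, Cpt1a (0.23) and Slc27a2 higher, out of 12. Adjusted over the list alone, 21 glutathione genes were lower and 1 higher, 18 and 2 for PPARα, 11 and 3 for LXR and SREBP1, and 4 and 3 for long-chain fatty acids. Each list was set against all other genes with camera at an inter-gene correlation of 0.01, which gave adjusted p = 3.23e-16 for glutathione, 2.38e-11 for PPARα, 0.000519 for LXR and SREBP1 and 0.802 for long-chain fatty acids. With an estimated correlation the glutathione list kept its call (0.00022), while PPARα (adjusted p = 0.0745 with an estimated correlation) and LXR and SREBP1 (adjusted p = 0.183 with an estimated correlation) lost theirs.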

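Blood coagulation factors were higher in GF liver: 15 of 21 passed and none was lower. F11, which encodes the zymogen factor XI, was 1.78-fold higher on average (log2 difference 0.84, SE 0.07, adjusted p = 1.85e-11), and Pros1, which encodes the anticoagulant protein S, rose by 0.35. Complement showed 9 of 19 genes higher, among them C8b (0.35) and C6 (0.52), which are parts of the membrane attack complex and also belong to the male-biased list. Enzymes of amino acid breakdown and the urea cycle rose for 16 of 35 and fell for 2, Amdhd1 and Hal, with Got1 1.8-fold and Agxt 1.47-fold higher. Of 21 interferon response and antigen presentation genes, only the immunoproteasome subunit Psmb8 was higher (0.2), and the unadjusted direction was split between 12 higher and 9 lower. Proteasome subunits, which carry out protein breakdown, were lower for 4 of 30, such as Psmb5, and higher for none. The markers of Kupffer cells, the liver macrophages, were lower for 5 of 10, among them Cd68 (−0.3) and Csf1r (−0.25). Adjusted over the list alone, the counts higher and lower were 16 and 0 for coagulation, 10 and 1 for complement, 23 and 3 for amino acids, 1 and 0 for interferon, 0 and 10 for the proteasome and 0 and 7 for Kupffer markers. Camera gave adjusted p = 1.19e-14 for coagulation, 3.09e-12 for amino acids, 4.26e-05 for the proteasome and 0.54 for interferon, and the first 3 hold with an estimated correlation. Complement (1.16e-05) has an adjusted p = 0.089 with an estimated correlation, and Kupffer markers (6.83e-05) have an adjusted p = 0.149 with an estimated correlation.

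**Figure D1:**
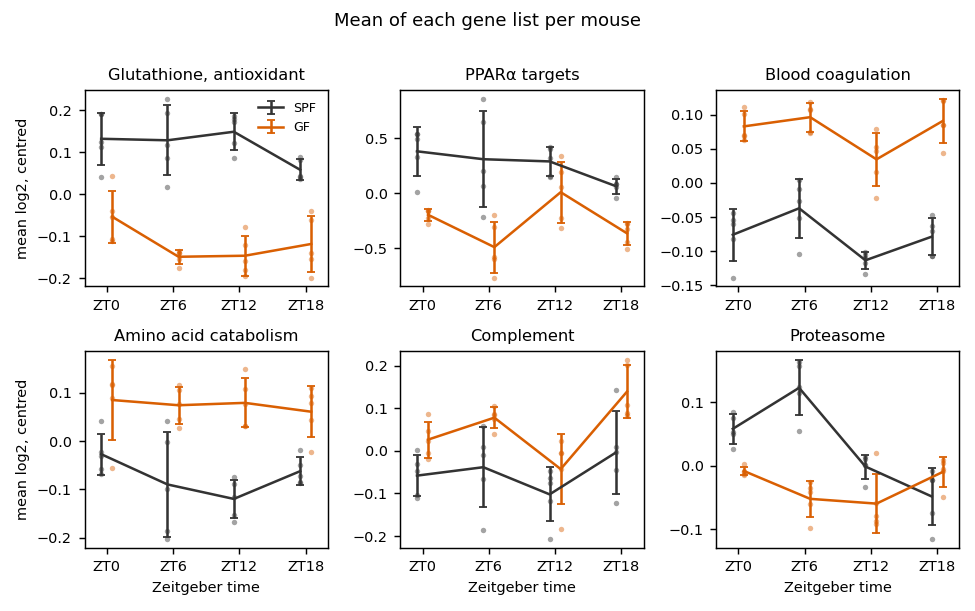
Mean of the members of 6 gene lists per mouse, centred log2 expression, against ZT. Dots are mice (5 per group), lines join the group means and bars show the SD, with SPF in dark grey and GF in orange.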

In clusters 1, 2, 5, 8, and 9, the microbiome modified the rhythmic gene expression pattern and the related GO functions at specific time points. Interestingly, GO terms enriched in GF mice at ZT6 comprise cellular response to starvation, autophagic vacuole assembly, and negative regulation of intestinal cholesterol absorption (cluster 1). 

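Foxo1, a transcription factor of the fasting response, was higher in GF mice at ZT6 (log2 difference 0.47, SE 0.07, adjusted p = 5.18e-05). Of 19 starvation response genes, 3 were higher and 2 lower at ZT6, and their camera p adjusted over lists was 0.0832. Of these calls, Foxo3 ended without SPF ZT6 replicate 4 or GF ZT6 replicate 5 (adjusted p from 0.0102 to 0.0154), Klf15 without SPF ZT6 replicate 1 or 4 or GF ZT6 replicate 3, 4 or 5 (0.013 to 0.0264), and Fgf21, which was lower, without SPF ZT6 replicate 1, 2 or 4 or GF ZT6 replicate 1, 3, 4 or 5 (0.0113 to 0.0291). By contrast, 10 were higher and 2 lower in the average over the 4 ZT (7.66e-05, and adjusted p = 0.0632 with an estimated correlation). Genes of autophagy, the delivery of cell contents to lysosomes, showed 2 higher and 1 lower of 31 at ZT6, with a median difference of 0 (camera adjusted p = 0.23), and the lower one was the cargo receptor Sqstm1 (−0.35, SE 0.06, adjusted p = 0.000102). The calls of the 2 higher ones, Wipi1 and Ulk2, both ended without SPF ZT6 replicate 1, 3 or 5 or GF ZT6 replicate 4 or 5, that of Wipi1 also without GF ZT6 replicate 1, and that of Ulk2 also without SPF ZT6 replicate 4 or GF ZT6 replicate 2 or 3 (adjusted p from 0.0109 to 0.0185 and from 0.0101 to 0.0405). Abcg5 and Abcg8, the pair of transporters that return cholesterol to bile and gut, did not pass at ZT6 over all genes (0.35, adjusted p = 0.152, and 0.49, adjusted p = 0.0329), and Abcg8 did when adjusted over the list alone (0.00404). By the same adjustment, 6 starvation genes were higher and 4 lower at ZT6, and 3 and 1 of autophagy. At that time, the proteasome was the list with the smallest p, with 12 of 30 subunits lower (14 adjusted over the list alone) and a camera adjusted p of 4.95e-16, which holds with an estimated correlation (0.000305).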

The absence of a microbiome affected most of the hepatic functions including diverse metabolic processes, inflammation, and haemostasis. 

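Some genes of inflammation and bile acid metabolism differed in GF liver. Of 19 acute phase genes, which encode plasma proteins raised in inflammation, 11 were higher on average, among them Fgl1 (0.67) and Hp (0.23), and the iron hormone gene Hamp was lower (−0.29). In bile acid synthesis and transport, Cyp7b1 was 1.72-fold higher (log2 difference 0.78, SE 0.12, adjusted p = 3.15e-06) and Cyp2c70, which makes muricholic acids, 1.49-fold higher, the export pump gene Abcb11 fell by 0.2, and Cyp7a1, the first enzyme of the main pathway, was at −0.01 (adjusted p = 0.989). In all, 3 of 17 bile acid genes were higher and 1 lower. Of 18 cholesterol synthesis genes 2 were higher, Tm7sf2 (0.22) and Nsdhl, and 2 lower, such as Insig1 (−0.36). The call of Nsdhl ended without any of 18 arrays (SPF ZT0 replicate 4 or 5, SPF ZT6 replicate 2 or 3, SPF ZT12 replicate 2 or 3, SPF ZT18 replicate 1 or 5, GF ZT0 replicate 1, 2 or 3, GF ZT6 replicate 2 or 3, GF ZT12 replicate 1 or 2, or GF ZT18 replicate 1, 3 or 4; adjusted p from 0.0103 to 0.0155). Adjusted over the list alone, 12 acute phase genes were higher and 1 lower, 5 and 2 for bile acids, and 3 and 2 for cholesterol synthesis. Camera gave adjusted p = 0.00545 for bile acids, which holds with an estimated correlation (0.0456), and 0.412 for cholesterol synthesis. The acute phase list (2.57e-08) has an adjusted p = 0.125 with an estimated correlation.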

Altogether, these results underscore the profound impact that the microbiome has on global hepatic gene expression.

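Of 37 gene lists fixed before the data were examined, which cover metabolism, defence, stress, the clock and the cell types of liver, 19 differed between GF and SPF mice on average over the 4 ZT, 10 of them higher and 9 lower (camera, adjusted p at most 0.05). At single ZT, 18, 15, 19 and 18 lists passed at ZT0, ZT6, ZT12 and ZT18. With an estimated correlation between genes, 10 lists still pass on average: glutathione, CAR and PXR targets, coagulation, glucocorticoid targets, male-biased and female-biased genes, amino acid breakdown, bile acids, cell cycle and proteasome. When GF and SPF labels were shuffled within each ZT, a median of 7 and at most 17 lists passed at the preset correlation, so a call by that test alone is weak evidence for a list. The marker lists of stellate cells, cholangiocytes, lymphocytes and neutrophils did not differ (adjusted p from 0.735 to 0.957). From the altered rhythms and the breadth of the functions affected, the paper concludes that the microbiome has a profound impact on hepatic gene expression as a whole.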

To further our understanding of the liver gene expression profiling observed in the absence of a microbiome, we established expression correlation networks of liver clock genes. Because the liver clock genes affected in the GF mice are known transcription factors, we assumed that many of their downstream target genes also would be affected. To address this point, we selected the top 50 most correlated genes in the SPF condition among them those with an expression significantly correlated (adjusted P value < 0.05) either positively or negatively with each of these transcription factors (see Supplementary Fig. S3 online). 

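For each clock gene, probesets with a single gene symbol were ranked by the size of Pearson's r with it over the 20 SPF mice. The clock gene's own probesets were left out. The top 50 were kept and are called genes below, although a gene with several probesets can fill more than 1 place. A relation was called where its p passed a Bonferroni threshold of 0.05 over all pairs of genes of such a network, which takes an absolute r of 0.79, or an unadjusted p of 3.9e-05, with 20 mice, and it was then counted among the 20 GF mice. Because genes picked for a high r lose part of it in any other set of mice, the 40 mice were also relabelled within each ZT in 100 draws. Before the draws, the values of both kinds of mice were shifted to a shared mean at each ZT. The top 50 were then picked in the relabelled SPF group and counted in the other. Networks of 8 clock genes and 7 receptors or sensors were built, with 597 distinct genes. The paper's other networks are not analysed here.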

The interactions among the 50 genes themselves are also depicted in the figure. We observed that under the GF condition, the correlation networks of Cry1, Rev-erbα, Rorγ, and Per2 were highly affected because out of the expression of 50 genes significantly correlated (P < 0.05) in SPF (indicated in magenta), the expression of only 8–15 (also in magenta in GF) remained significantly correlated under this condition. In addition, the density of these four networks was highly influenced in the absence of a microbiome, implying that the correlation between the expression levels of the genes belonging to these networks was significantly altered. 

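Cry1, a repressor of the clock, and Rev-erbα, which represses Bmal1, had fewer significantly correlated genes in GF liver. Of the 50 genes around Cry1, 12 passed the Bonferroni threshold in GF mice, and of the 50 around Rev-erbα 16 did, while 39 and 43 passed at an unadjusted p under 0.05. The median absolute r went from 0.83 to 0.65 and from 0.86 to 0.72. Relabelled mice kept a median of 22 genes (16 to 33) for Cry1 and 29 (21 to 39) for Rev-erbα, and none of 100 draws kept as few as the GF mice. The link between Cry1 and Rev-erbα itself was kept, with r = −0.96 in SPF mice (permutation p = 1e-05, BH adjusted 2.1e-05; rho −0.86, permutation p = 2e-05, BH adjusted 4.7e-05) and r = −0.94 in GF mice (permutation p = 1e-05, BH adjusted 2.1e-05; rho −0.91, permutation p = 1e-05, BH adjusted 2.6e-05), over 150 relations, where 1e-05 is the smallest p that the permutations can give. Without the 2 mice farthest from the median of Cry1, r was −0.95 and −0.93, and within ZT −0.2 and −0.41, so that most of it comes from the time of day. The phospholipase gene Pla2g12a went from r = −0.91 with Cry1 (rho −0.84, each permutation p = 1e-05, BH adjusted 2.1e-05 and 2.6e-05, −0.9 without the 2 farthest mice, −0.34 within ZT) to r = −0.49 (rho −0.45, permutation p = 0.03 and 0.05, BH adjusted 0.036 and 0.06, −0.58 without the 2 farthest mice, 0.02 within ZT). The 50 genes were picked on these mice, so that their p in SPF mice is not independent evidence.

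**Figure D2:**
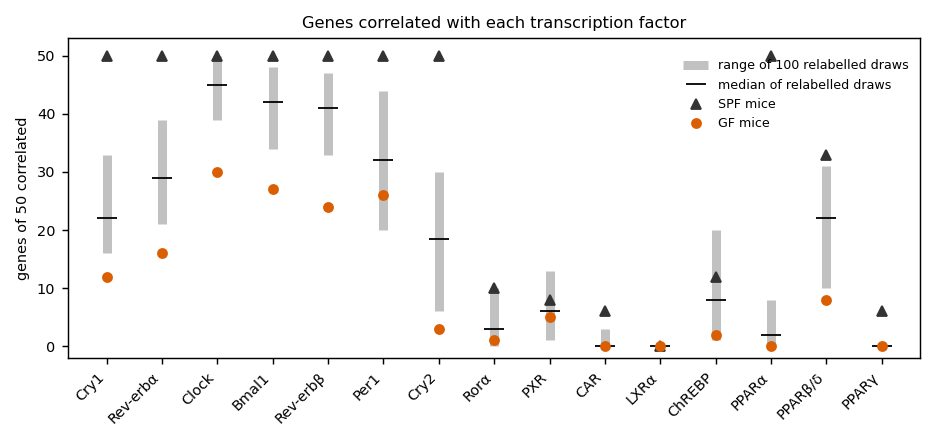
Genes of the top 50 that are significantly correlated with each transcription factor. Triangles, SPF mice. Orange dots, GF mice. Grey bars and black dashes, range and median over 100 draws of mice relabelled within ZT.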

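Links among the genes themselves thinned out as well. The Cry1 network had 529 significant links in SPF mice and 113 in GF mice, with 14.2% of the SPF links kept. The Rev-erbα network went from 626 to 107, with 12% kept. From the lower density of these networks, the paper reasons that the correlation between the expression levels of their genes was altered in the absence of a microbiome.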

The correlation network for the six other liver clock members (Clock, Bmal1, Rev-erbβ, Per1, Cry2, Rorα) was less affected (see Supplementary Fig. S4 online). 

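Bmal1 and Clock, which form the activating dimer of the clock, kept 27 and 30 of their 50 genes in GF mice, Rev-erbβ kept 24 and Per1 26. Their links in SPF and GF mice were 1247 and 752 for Bmal1, 1231 and 657 for Clock, 869 and 362 for Rev-erbβ, and 788 and 461 for Per1. Cry2 kept 3 of 50 genes, with 916 and 351 links, and Rorα, with 10 correlated genes and 97 links in SPF mice, kept 1 gene and had 22 links. With a GF array left out, Cry2 kept 0 genes without ZT0 replicate 5 or ZT12 replicate 1, 1 without ZT0 replicate 1 or 2, ZT12 replicate 2 or 3 or ZT18 replicate 3, and 5 without ZT6 replicate 1 or ZT12 replicate 4, and Rorα kept 0 without ZT12 replicate 4 and 2 without ZT6 replicate 2 or ZT18 replicate 2. The relabelled mice kept a median of 42 genes for Bmal1, 45 for Clock, 41 for Rev-erbβ and 18.5 for Cry2, and none of 100 draws kept as few as the GF mice did. For Per1 15 draws and for Rorα 11 draws did. Over all 15 networks, 475 of 750 genes were significantly correlated in SPF mice and 154 in GF mice. When the 50 genes were picked in GF mice instead, 558 were significantly correlated in GF mice and 145 in SPF mice, so that the loss is as large in the other direction. At an unadjusted p under 0.05 the counts were 750 and 463, and on residuals from the ZT means 37 and 2.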

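At the level of single genes, Bmal1 (Arntl) was 3.54-fold lower in GF mice at ZT6, with a log2 level of 7.47 ± 0.57 in SPF and 5.64 ± 0.65 in GF mice (mean ± SD of 5 mice; difference −1.83, SE 0.28, adjusted p = 3.6e-05), and 1.29 higher at ZT12 (adjusted p = 0.00262). Its difference depended on ZT (adjusted p = 8.22e-05), and on average it did not differ (0.07). The call at ZT12 ended without SPF ZT12 replicate 3 or GF ZT12 replicate 2 or 5 (adjusted p from 0.0136 to 0.0184). Clock was lower at ZT6 (−0.44, adjusted p = 0.000856). Cry1 was higher at ZT12 (0.59, adjusted p = 0.0057) and Tef at ZT6 (0.82, adjusted p = 0.00308). The first call ended without SPF ZT12 replicate 3, 4 or 5 or GF ZT12 replicate 1, 2 or 5 (adjusted p from 0.0112 to 0.0344), and the second without SPF ZT6 replicate 1 or 4 or GF ZT6 replicate 3, 4 or 5 (0.0104 to 0.0195). Dbp, a transcription factor that Bmal1 and Clock drive, was 2.56-fold higher at ZT6 (1.35, SE 0.22, adjusted p = 5.9e-05), and Per3 and Usp2 were 2.91-fold and 3.52-fold higher, with Dec2 (Bhlhe41), a gene of low signal, higher as well (1.29, adjusted p = 0.000334). Rev-erbα, Rev-erbβ, Per1, Rorα and Hlf did not pass at any ZT at an adjusted p of at most 0.01. Their largest difference was 0.96 for Per1 at ZT6, at an adjusted p of 0.0496. The paper's PCR tests use a level of 0.05. At that level Per1 passes at ZT6 and ZT18 (0.94, adjusted p = 0.0458) and Rev-erbα at ZT12 (−0.86, adjusted p = 0.0404). The direction for Rev-erbα differs from the paper, whose PCR found it higher in GF mice at some times. On the arrays, it was higher only at ZT0 (0.48, adjusted p = 0.441). Cry2 was higher on average (0.29, adjusted p = 0.00136). Of 9 clock output genes 5 were higher and 1 lower at ZT6 (6 and 1 adjusted over the list alone), with a camera adjusted p of 2.45e-08 that holds with an estimated correlation (0.00932). Their list mean differed in a way that depends on ZT (limma, adjusted p = 3.54e-06), a test chosen after seeing the data. On average over the 4 ZT, the 10 core clock genes gave a camera adjusted p of 0.128 and the 9 output genes 0.689, with 1 core gene higher and 1 output gene each way (2 higher, and 1 higher and 2 lower, adjusted over the list alone).

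**Figure D3:**
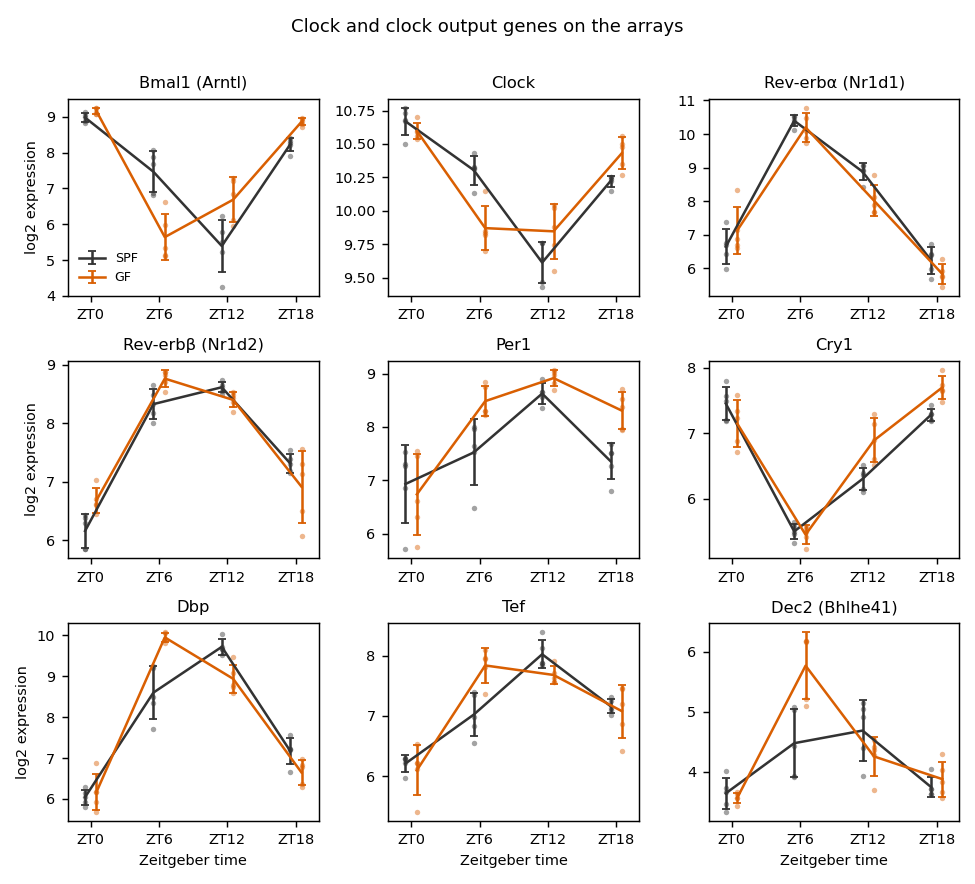
Log2 expression of 9 clock genes and clock output genes against ZT. Dots are mice (5 per group), lines join the group means and bars show the SD, with SPF in dark grey and GF in orange.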

Altogether, these results underscore the profound impact that the microbiome has on global hepatic gene expression with significant modulations of the liver core clock genes and their downstream targets.

### The microbiome regulates the activity of key hepatic transcription factors involved in metabolism and detoxification

Because the microarray data implied an insufficiency in network connectivity in xenobiotic, lipid, and glucose metabolism in GF mice not exposed to the microbiome, we next assessed whether key hepatic regulatory mediators also were affected. Among these, nuclear receptors are transcription factors whose activity is controlled by ligands. They are crucial for the regulation of many metabolic and detoxification genes in the liver, where several of them present a daily expression pattern^17^. 

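Targets of CAR and PXR, which sense drugs and bile acids, were among the most reduced genes of GF liver, with 19 of 27 lower on average over the 4 ZT, 2 higher and a median difference of −0.53. The carboxylesterase gene Ces2a fell by 0.71 (SE 0.05, adjusted p = 1.22e-14) and the export pump gene Abcc4 by 0.82, whereas the sulfotransferase gene Sult1d1 rose (0.79). Of 6 targets of AhR, the sensor of aromatic compounds, only Nqo1 was lower (−0.83). Of 15 ChREBP targets and genes of glucose metabolism, 6 were lower, such as Gpd1 (−0.3) and Tkfc (−0.4), and 1 higher. Adjusted over the list alone, 19 genes of CAR and PXR were lower and 3 higher, 9 and 1 for ChREBP, and 1 and 1 for AhR. Camera gave adjusted p = 4.81e-14 for CAR and PXR, which holds with an estimated correlation (0.00204), 0.307 for AhR, and 0.0013 for ChREBP (adjusted p = 0.148 with an estimated correlation).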

If microbiome depletion had no or little effect on expression levels of PXR and CAR (detoxification) or LXRα and PPARα (lipid metabolism), the expression of their target genes was deeply influenced (Fig. 3a–d). Indeed, *Cyp3a11* and *Cyp2b10*, target genes of PXR and CAR, respectively, encode a xenobiotic and a drug/steroid-metabolizing enzyme. These two genes, as well as *Fasn* (Fatty acid synthesis) and *Cyp4a14* (Fatty acid hydroxylation), which are target genes of LXRα and PPARα, respectively, showed a very low expression in the liver of GF mice, with no or very dampened daily oscillations (Fig. 3a–d). This result also applies to FGF21, another target gene of PPARα, one that encodes a circulating FGF belonging to a group of proteins believed to function as classic peptide hormones^18^ (Fig. 3d). FGF21 is a nutritionally regulated hormone that induces a broad range of beneficial metabolic effects and emerges as a key player in a mechanism coordinating behaviour, growth, and metabolism during periods of reduced dietary protein intake^19^. These findings suggest a possible shortage of endogenous ligands or of other factor/s required to activate the nuclear receptors and that the gut microbiome and its metabolites are essential components in activating these receptors. 

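PPARα, which drives fatty acid oxidation during fasting, had 50 significantly correlated genes among its top 50 in SPF liver, and none of these stayed so in GF liver, where 19 passed at an unadjusted p under 0.05. The median absolute r went from 0.83 to 0.42 and the links among the genes from 686 to 199. Relabelled mice kept a median of 2 genes (0 to 8), with 1 of 100 draws keeping none, so that relabelled groups also kept few genes. How many genes were correlated in the group they were picked in was not recorded for the draws. The size of the loss in the draws is therefore not known. The phosphate transporter gene Slc34a2 went from r = −0.9 with PPARα in SPF mice (rho −0.89, each permutation p = 1e-05, BH adjusted 2.1e-05 and 2.6e-05, −0.85 without the 2 farthest mice, −0.54 within ZT) to −0.59 in GF mice (rho −0.61, permutation p = 0.0061 and 0.005, BH adjusted 0.008 and 0.0069, −0.55 without the 2 farthest mice, −0.41 within ZT), over 150 relations. PPARβ/δ (Ppard) had 33 correlated genes in SPF mice and 8 in GF mice, 7 of them in both, with none of 100 draws as low. PXR had 8 and 5, with 2 in both, CAR 6 and 0, and PPARγ 6 and 0, and 46, 66 and 100 draws kept as few. With a GF array left out, PPARα had 1 gene without ZT12 replicate 4, and PXR 2 without ZT0 replicate 3 or ZT12 replicate 2 and 3 without ZT12 replicate 1 or 5. LXRα had none in either kind of mice. At an unadjusted p under 0.05, GF mice kept 10 of the 50 genes for CAR, 7 for PPARγ and 6 for LXRα.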

Analysis of the gene expression correlation networks for PPARs, PXR, CAR, and LXRs, as was done for the clock genes, revealed alterations in these networks in the absence of the microbiome, which were particularly severe for LXRβ and PPARα (Fig. 4 and see Supplementary Figs S5 and S6 online).

Carbohydrate metabolism counts among the major functions of the liver, and the Carbohydrate-responsive element-binding proteins α and β (ChREBPα and β) are activated in response to high glucose concentrations in this organ^20^,^21^. ChREBPα and β were first identified by their ability to bind the carbohydrate response element (ChRE) of the liver pyruvate kinase (LPK) gene. Our analysis showed that they are affected differently in GF compared to SPF mice (Fig. 3e). Although the expression of ChREBPα was not significantly affected, ChREBPβ expression was strongly reduced. The expression of *Lpk* was also modified in the GF mice, particularly during the dark phase, when it was much lower than in SPF mice (Fig. 3e). The gene expression correlation network of ChREBP, similar to those of the other transcription factors analysed, was also strongly affected under the GF condition (Fig. 4).

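ChREBP (Mlxipl), which senses glucose, had 12 significantly correlated genes among its top 50 in SPF mice, of which 1 stayed so in GF mice, where 2 of the 50 passed. The latter count was 0 without GF ZT0 replicate 1 or 3 or GF ZT12 replicate 2, and 1 without GF ZT0 replicate 4 or 5, GF ZT6 replicate 3 or 5, or GF ZT12 replicate 1, 3, 4 or 5. The median absolute r went from 0.76 to 0.47, and links among the genes from 214 to 13. Relabelled mice kept a median of 8 genes (1 to 20), and 1 of 100 draws kept as few as the GF mice. At an unadjusted p under 0.05, 27 of the 50 genes were correlated with ChREBP in GF mice.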

Altogether, these gene expression profiling results are consistent with a robust effect of the gut microbiome on liver clock oscillation, influencing many key hepatic functions through modification of the transcriptional activity of several major liver factors acting as fatty acid, endobiotic, xenobiotic, sterol, and glucose sensors.

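Cyp3a11, a drug-metabolizing enzyme under PXR, was 8.23-fold lower in GF mice on average over the 4 ZT (log2 difference −3.04, SE 0.11, adjusted p = 1.96e-21), with a level of 10.01 ± 0.09 in SPF and 6.78 ± 0.7 in GF mice at ZT0. The PPARα target Cyp4a14 was 7.52-fold lower (−2.91, SE 0.25, adjusted p = 1.88e-11) and Cyp2b10, under CAR, which is near background in GF mice at ZT0 and ZT6, at least 3.66-fold lower (−1.87, SE 0.21, adjusted p = 1.54e-08). Fasn, the fatty acid synthase, was 1.8-fold lower, and Pklr, the liver pyruvate kinase, 1.36-fold lower. Fgf21 was lower at ZT6 (−1.79, adjusted p = 0.00532), a call that ended without SPF ZT6 replicate 1, 2 or 4 or GF ZT6 replicate 1, 3, 4 or 5 (adjusted p from 0.0113 to 0.0291), and it did not pass on average (−0.7, adjusted p = 0.0161). It is near background in GF mice, so that the fall at ZT6 is a lower bound. Of the receptors themselves, PPARγ (Pparg) was lower at each ZT (−1.56, −1.17, −1.06 and −1.27) and Srebf1 fell by 0.64, while PPARα (0.09, adjusted p = 0.322), CAR (0.14, 0.495), LXRα (0.06, 0.381), PXR (−0.16, 0.0144) and ChREBP (−0.11, 0.0282) did not pass on average. ChREBP is read here as a single value for the gene, whereas the paper measured its α and β forms apart by PCR. There, β was strongly reduced and α was not significantly affected. PXR was lower at ZT0 (−0.46, adjusted p = 0.00186), a call that ended without SPF ZT0 replicate 1 or 3 (0.0123 and 0.0136). Of 15 receptors and sensors 2 were lower, and 3 when adjusted over the list alone (camera adjusted p = 0.412). Relatives of Cyp3a11, Cyp2b10 and Cyp4a14 with close sequences can add to their probesets. From its expression profiles taken together, the paper proposes an effect of the gut microbiome on the clock that alters the activity of factors sensing fatty acids, drugs, sterols and glucose.

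**Figure D4:**
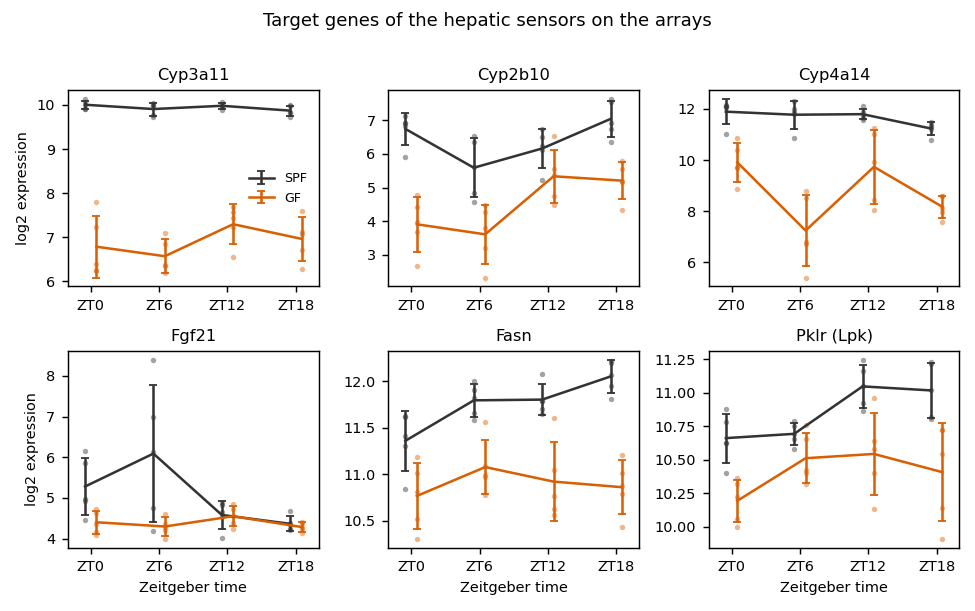
Log2 expression of 6 target genes of nuclear receptors and ChREBP against ZT. Dots are mice (5 per group), lines join the group means and bars show the SD, with SPF in dark grey and GF in orange.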

### Intestinal gluconeogenesis does not interfere with liver metabolic oscillations

Gut microbes generate short-chain fatty acids (SCFAs) by fermentation of soluble dietary fibres. Among these SCFAs, propionate is a substrate of intestinal gluconeogenesis (IGN) whose regulation is necessary for the metabolic benefits associated with fibre and SCFAs^22^. Because of the important metabolic impact of IGN, the changes we observed in hepatic metabolism of GF mice compared to SPF mice could result from the known impairment of IGN in GF mice. To address this question, we used mice with an intestinal-specific knockout of the catalytic subunit of glucose-6-phosphatase (I-G6pcKO), the essential enzyme of gluconeogenesis^23^. We tested whether the absence of IGN would modulate the expression of some hepatic genes, which exhibit modified expression in GF mice. To do so, we analysed the clock genes *Rev-Erbα*, *Bmal1*, and *Per2* (Fig. 5a), *Cyp4a14*, *Fgf21* (Fig. 5b), *Fasn*, *Lpk* (Fig. 5c), *Cyp2b10*, and *Cyp3a11* (Fig. 5d), whose daily expression is dramatically modified in GF mice (Fig. 3). The expression of most of these genes at ZT6 in I-G6pcKO SPF mice was similar to that of wild-type mice, with the expression of Cyp genes increased in IGN-deficient mice (Fig. 5). At ZT18, wild-type and mutant mice did not differ for any genes tested. These results suggest that the changes in hepatic metabolic oscillations induced by the lack of a gut microbiome are not caused by the reduction in IGN observed under GF conditions^12^.

### Daily changes in hepatic metabolites and plasma markers in GF mice

The results presented so far suggest a strong influence of the gut microbiome on liver metabolism. To test the outcome of the observed modifications in gene expression on liver physiology, we next performed an unbiased hepatic metabolic profiling by nuclear magnetic resonance (NMR) to assess whether the absence of a gut microbiome in GF mice influences the course of daily hepatic metabolite abundance. Modifications of the metabolite profiles at the four time points (ZT0/ZT6/ZT12/ZT18) would demonstrate that gene expression changes are translated into modifications in metabolic pathways activity.

First, we used projection to latent structures for discriminant analysis (PLS-DA) to test whether there was a separation between groups of observations made in both GF and SPF mice at the four ZT time points (Fig. 6a). The SPF observations are clearly discriminated (five latent variable – PLS-DA model: R^2^ = 94.6% and Q^2^ = 0.654) according to the time points. A total of 114 buckets were selected as having a VIP value higher than 1.5 and as significantly different among the four groups (*P* < 0.05, Kruskal–Wallis test). A valid and robust PLS-DA model comprising four latent variables was also constructed on OSC-filtered and Pareto-scaled data from the GF mice. The four groups were also discriminated (R^2^ = 87.5% and Q^2^ = 0.616). A total of 120 buckets were selected as having a VIP value higher than 1.5 and as significantly different among the four groups (*P* < 0.05, Kruskal–Wallis test). These results indicated dynamic metabolite distributions according to sanitary status and sampling time points. Twenty-three representative metabolites with daily changes either in SPF or in GF mice are listed in Supplementary Table S4. Twenty of them showed a significantly different pattern between SPF and GF mice. Several metabolites, such as AMP, ADP, ATP, and NAD^+^, with different abundances in GF and SPF mice, are known modifiers of core clock gene activity in hepatocytes^24^,^25^. Furthermore, the metabolite changes also underscore an impact on protein metabolism (amino acids), glucose metabolism (lactate), nutrient metabolism (inosine), antioxidant defence (glutathione), and regulation of cellular processes (betaine).

Then, the average relative abundances of metabolites were used for hierarchical clustering as a heatmap (Fig. 6b). This heatmap revealed that (i) there is a distinct metabolic profile for each of the four ZT time points analysed (see also Fig. 6a); (ii) SPF and GF mice show markedly distinct daily metabolite patterns; and (iii) the metabolites cluster into two groups of similar size, with metabolites that are more abundant and metabolites that are less abundant in GF mice. These observations provided evidence for a major effect of the microbiome on the daily rhythmic oscillation in the hepatic metabolome, reflecting changes in metabolic activities. Similar to what was observed for gene expression, the absence of the microbiome did not abrogate oscillations but modified them profoundly.

Having observed that the absence of the microbiome heavily perturbed the expression correlation networks of PPARα and LXRβ, key factors in energy metabolism, we next addressed whether the daily oscillation of the abundance of plasma biochemical markers also was associated with alterations in metabolites in the liver. To test this hypothesis, we measured the daily concentrations of 6 markers in the plasma of GF and SPF mice (Fig. 6c). Among the markers tested, HDL cholesterol, bilirubine and lactate displayed significant changes at ZT0 in their concentrations in GF mice compared to SPF mice (see Supplementary Table S5 online). Furthermore, bilirubine, lactate, free fatty acid and FGF21 presented a daily pattern altered in GF compared to SPF mice (JTK_Cycle) (see Supplementary Table S6 online).

Collectively, these results demonstrated a severely modified hepatic metabolism in GF mice, with a systemic impact on circulating biomarkers.

## Discussion

The beneficial adaptation of organisms to the natural light–dark cycle is reflected in biological rhythms, which includes oscillations of diverse metabolic functions in peripheral organs adjusted to the feeding time^3^. Work by Schibler and colleagues^15^ showed that circadian gene expression in peripheral organs is connected to food intake, and food processing is a major purpose of circadian gene expression in mouse liver. In all animals, food intake is intimately associated with the gut microbiome, which increases energy extraction from nutrients.

The results presented here further underscore the existence of a gut microbiome–liver axis and provide novel evidence that the gut microbes not only participate in energy harvest but also control the rhythm and amplitude of liver daily oscillations. We found that the expression of the core clock genes was affected in the absence of the microbiome. Oscillation of these genes was not erased but was altered with modifications of either the nadir (*Bmal1*) or the zenith (*Per1, Cry1, Rev-erbβ*). In a recent similar study, reduced expression of *Bmal1* and *Per2* was observed in GF livers, which we did not see herein, but the same modifications in general canonical liver transcriptomic signatures were found in both the present report and the mentioned study^14^. Because the gut microbiome actively participates in gaining energy from food and in producing diet-derived products, the question of its impact on peripheral clock functions in metabolic organs is important^26^. It is already known that the gut microbiome controls the intestinal clock, as studied in the large intestine, where a large and diverse microbial population thrives^12^. Moreover, in mammals, the microbiome undergoes daily oscillations, which are altered in mice with a mutated clock system as well as during jet-lag (phase-reversal) experiments^13^. Interestingly, rhythmicity of the intestinal microbiota is more pronounced in females than in males^27^. In the present work performed with germ free animals, we show that male GF mice, chosen because their liver is not influenced by the estrous cycle, not only display a major defect in the expression profile of core clock genes but also in the expression of clock output effectors, such as the transcription factors Dbp, Dec2/Bhlhb42, and Tef. Consequently, the effects on liver metabolism are very broad, as indicated by our liver transcriptome analysis. Genes belonging to the response to superoxide, glutathione metabolic, and oxido-reduction processes are downregulated, showing a possible vulnerability of the GF mice to oxidative stress. Such alterations have been linked to a change in the cyclic activity of mitochondrial SIRT3, which is regulated by cycling levels of NAD^+^^28^. In contrast, increased expression of genes belonging to the activation of the immune response, proteolysis, the protein activation cascade, and the carboxylic acid catabolic process may reflect a response of the hepatic immune system to the lack of a microbiome and a stimulation of protein metabolism. Thus, the lack of a gut microbiome modifies the robust hepatic daily oscillations of the expression of genes involved in stress response and detoxification and also of several metabolic proteins.

However, at this stage, we cannot formally exclude that other mechanisms may participate in the phenotype observed, such as hormonal and/or humoral mechanisms, effects of other rhythmic processes in the body, or any other physiological factors that could be affected by the absence of microbiota, which in turn could impact daily rhythms in the liver and/or in the plasma.

Increased expression of genes of autophagic vacuole assembly, response to starvation, and negative regulation of cholesterol absorption at ZT6 may indicate an energy deficiency in GF mice during the resting light phase. As noted above, gut microbes largely contribute to maximizing energy gain from food; therefore, the GF mice may experience an energy crisis during the light and resting phases. Consistent with this possibility is the observation that the daily expression of PPARα target genes and the PPARα correlation network are impaired in GF mice when compared to SPF animals. Indeed, PPARα plays a critical role in autophagy^29^ as well as in glucose and lipid catabolism during fasting^30^; it is also a major player in whole body cholesterol homeostasis^31^. Although fasting-induced PPARα-dependent hepatic ketosis is impaired in GF mice^32^, our data provide evidence that the lack of a microbiome is sufficient to alter the constitutive daily activity of hepatic PPARα. However, there was no impact on light phase locomotor activity, which suggests no modification in the global light/dark eating pattern.

Of greatest interest, the daily oscillations of the nuclear receptors in the liver of GF mice did not appear to be profoundly modified. In liver, 20 nuclear receptors are expressed periodically^17^, and their regulation is often multifactorial, as for PPARα^33^,^34^. Most surprising, however, is the observation that the downstream target genes for PPARα, PXR, CAR, and LXRα were severely affected. IGN is critical for the beneficial metabolic effects of microbiome-derived molecules^22^, so we asked whether IGN participates in the control of the liver clock and the activity of these nuclear receptors whose daily activity is impaired in GF mice. Reduced IGN under SPF conditions did not significantly modify the expression of a set of genes involved in the liver clock or change the expression of a representative group of genes regulated by fatty acid (PPARs), oxysterol (LXRs), and xenobiotic (CAR, PXR) sensors, findings similar to those for GF mice. Thus, other molecular mechanisms such as receptor posttranslational modifications, co-regulator availability, or epigenetic changes and, most important, altered ligand production may have roles in governing liver clock functions. In fact, we previously showed that in liver, the PAR bZip transcription factors DBP, hepatic leukaemia factor (HLF), and TEF contribute to the daily transcription of acyl-CoA thioesterases, resulting in a cyclic release of fatty acids from thioesters. In turn, these fatty acids activate PPARα, which stimulates the expression of genes whose products are involved in the uptake and metabolism of lipids, cholesterol, and glucose^35^. Similarly, because PPARβ/δ and LXRβ cooperate in the regulation of bile acid homeostasis^36^, the disruption of their networks may be reflected in modifications in bile acid metabolism in GF mice, affecting their activity^37^.

Given that a majority of cellular functions are regulated at several levels, we studied the oscillations of hepatic metabolites as a clear output of the observed gene expression or other regulatory modifications. Metabolite abundance changes are expected to reflect modifications in the intricate metabolic activities from gene expression to protein activity. We found that metabolites oscillated in both GF and SPF mice but that their rhythmic abundances largely differed between these mice. Recent work with a comprehensive dataset of over 500 metabolites highlighted the coordinate clock-controlled oscillation of many metabolites comprising the amino acid, carbohydrate, lipid, nucleotide, and xenobiotic metabolic pathways^38^. We found that this coordination was severely altered in the GF mice, which was anticipated from the disrupted regulation of liver clock gene function.

The importance of the regulatory role of the gut microbiome was also revealed by the alteration, in its absence, of the abundance and oscillation of several plasma markers associated with liver functions, particularly energy homeostasis. Compared to the levels observed in mice exposed to bacteria, some of these markers showed an advanced phase shift towards the light phase (free fatty acids). Furthermore, the levels of HDL cholesterol were increased and those of bilirubin decreased. In mouse plasma, HDL represents 75–80% of the lipoprotein fraction, and its robust increase in GF mice suggests a perturbation in cholesterol metabolism. In addition, higher cholesterol levels correlated with low bilirubin levels. In humans, low bilirubin is linked to diseases associated with oxidative stress^39^ and to an increased risk for cardiovascular disease and stroke^40^. Low serum total bilirubin levels are also found in familial hypercholesterolemia patients with cardiovascular disease^41^. Furthermore, it has been proposed that bilirubin, haemoglobin, and blood-borne melatonin could act in concert to shift the phase of the clock^42^. Finally, the daily expression of FGF21 was completely abolished in the GF mice, which is explained at least in part by the arrested daily PPARα activity.

In conclusion, our work demonstrates that the gut microbiome appears to be very important in establishing physiological oscillations in the liver and further supports a recent report showing that bacterial metabolites can influence daily clock gene expression within hepatocytes^14^. Our data show that the gut microbiome regulates core clock genes, their effectors, and the activity of key nuclear receptors, resulting in broad changes in rhythmic gene expression and hepatic metabolites. Therefore, specifically assembled food taken in a timely manner could affect liver function; indeed, food intake in mice and humans follows a daily cycle, and alterations in microbiome composition and diversity are frequently observed following diet changes^43^,^44^. The liver responds to changes in the gut microbiome most likely via cues carried through the portal vein, which can serve as an entry for bacteria and bacteria-generated metabolites. In fact, the gut microbiome has already been reported to be associated with liver function in health and disease^2^,^14^,^45^,^46^. To fully understand the pathophysiology of several liver diseases, including non-alcoholic fatty liver disease, non-alcoholic steatohepatitis, and hepatocarcinogenesis^47^,^48^, it is important to consider the implications of the daily oscillations of liver functions. Altogether, this work emphasizes that the gut microbiome, which is required for optimal energy harvest from nutrients, is also involved in collecting or producing signals that affect the daily activity of the liver.

## Methods

### Animals

Mice were housed at the Core Facility for Germfree Research (CFGR), Karolinska Institute Stockholm, or at the Germfree Facility of Lee Kong Chian School of Medicine, Nanyang Technological University, Singapore under either strict axenic (germ-free, GF) or conventional specific pathogen–free conditions (SPF). All mice were maintained on autoclaved R36 Lactamin (Stockholm, Sweden) or autoclavable Labdiet 5010 (Singapore) chow on a 12-hour light (ZT0-ZT12) 12-hour dark (ZT12-ZT24) cycle. ZT stands for Zeitgeber time; ZT0 is defined as the time when the lights are turned on and ZT12 as the time when lights are turned off. GF mice were bred and maintained in germ-free plastic isolators. SPF mice used in experiments were born from SPF mothers placed before delivery in the same plastic isolators as those used for maintenance of germ-free mice. All food, bedding material, and water were similar for germ-free and SPF mice. Protocols involving the use of GF and SPF animals were approved by the Regional Animal Research Ethical Board, Stockholm, Sweden (Stockholms norra djurförsöksetiska nämnd), and followed proceedings described in the EU legislation (Council Directive 86/609/EEC). Animal husbandry was in accordance with Karolinska Institute guidelines and approved by the above-mentioned ethical board. For the animals handled in Singapore, the protocols were approved by the Institutional Animal Care and Use Committee (2012/SHS/743).

Ten to twelve week-old C57Bl/6 male mice were killed by cervical dislocation at four time points in a pair-wise manner: ZT0, ZT6, ZT12 and ZT18. Blood was collected prior to sacrifice at the submandibular vein with a lancet in EDTA-coated tubes. Plasma were prepared by centrifugation (1500 g, 10 min, 4 °C) and kept at −80 °C. Liver was removed, snap-frozen in liquid nitrogen and stored at −80 °C until use.

Twenty-four hour open field test. To measure general activity, mice were individually placed into a Plexiglas cage (40.5 cm × 40.5 cm × 16 cm) for 24-hour open-field testing. Behavioural measures such as horizontal activity and mobility time were monitored using the Versamax program (AccuScan Instruments Inc., Columbus, OH, USA). Statistics were performed with Student’s t-test. In case of unequal variances between the two samples, the Wehch’s two sample t-test was used. FDR < 5% threshold is considered for significant difference.

Intestine-specific G6pc-null mice (I-G6PcKO) were previously described^49^ and were housed in the SPF animal facility of Lyon 1 University under controlled temperature conditions with a 12-hour light 12-hour dark cycle. The mice had free access to water and to a standard chow diet (Safe 04). 15 week-old I-G6Pc and C57Bl/6J (WT) male mice were sacrificed by cervical dislocation at ZT6 and ZT16 (n = 6 animals/genotype/time point). Livers were collected and snap frozen in liquid nitrogen and kept at −80 °C for further used. All procedures concerning these mice were performed in accordance with the EU legislation (Council Directive 86/609/EEC). The regional animal care committee (CREEA CNRS, Rhône Alpes, Auvergne, France) approved all the experiments.

### Gene expression studies

Total RNA was extracted with TRIzol reagent (Invitrogen). RNA amounts were determined using the NanoDrop®ND-1000, and the RNA quality was assessed using RNA 6000 NanoChips with the Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA, USA). For each sample, 100 ng of total RNA was amplified using the WT Sense Strand Target Labelling kit (Affymetrix, Cat. no. 900223); 5.5 μg of the resulting sense cDNA was fragmented by UDG (uracil DNA glycosylase) and APE 1 (apurinic/apyrimidic endonuclease 1) and biotin-labelled with TdT (terminal deoxynucleotidyl transferase) using the GeneChip® WT Terminal Labelling kit (Affymetrix Cat. no. 900671, Santa Clara, CA, USA). Affymetrix Mouse Gene 2.0 ST arrays (Affymetrix, Santa Clara, CA, USA) were hybridized with 2.7 μg of biotinylated target at 45 °C for 17 hours and washed and stained according to the protocol described in the Affymetrix GeneChip® Expression Analysis Manual (Fluidics protocol FS450_0007). The arrays were scanned with a GeneChip® Scanner 3000 7G (Affymetrix). Normalized expression signals were calculated from Affymetrix CEL files by the Robust Multi-array Average algorithm, using the Affymetrix Expression Console Software (version 1.3.0.187). Hybridization quality also was assessed with Expression Console Software. All data were analysed using R (www.r-project.org). Microarray data analysis was conducted using Bioconductor packages (www.bioconductor.org, v 2.12,^50^ as described in GEO entry GSE71628). A model was fitted using the limma lmFit function^51^. A correction for multiple testing was then applied using Benjamini-Hochberg (BH) procedure for the false discovery rate (FDR)^52^. ProbeSets with (BH) adjusted *P* values ≤ 0.01 were considered to be differentially expressed between conditions. Hierarchical clustering was applied to the samples and the differentially expressed probeSets using 1-Pearson correlation coefficient as distance and Ward’s criterion for agglomeration. The enrichment of Gene Ontology (GO) Biological Processes was evaluated using a conditional hypergeometric test (GOstats package)^53^.

Networks of the 50 genes having the highest absolute correlation (Pearson-correlation) with a transcription factor of interest (red node) in SPF mice were displayed using the R function circlePlot^54^. Only the edges corresponding to significant correlations were represented (Bonferroni-adjusted *P* value < 5%). Positive and negative correlations were represented by red and blue edges, respectively.

Correlation matrices between genes of interest in SPF and GF conditions were also represented as color-coded tables using the *labeledHeatmap* function of the WGCNA R package^55^. In this representation, each cell contains the correlation between two genes and the corresponding p-value. The tables are color-coded by correlations according to the color legend (red for positive correlations and green for negative correlations). We colored in grey the cells corresponding to non-significant correlations (p-value threshold of 5%).

For real-time quantitative polymerase chain reaction (qPCR), total RNA samples (2 μg) were reverse-transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Primers for SYBR Green assays are listed in Supplementary Table S7. Amplifications were performed on an ABI Prism 7300 Real Time PCR System (Applied Biosystems). qPCR data were normalized by TATA-box binding protein mRNA levels and analysed with LinRegPCRv2012.2^56^. Statistical analyses for qPCR data were performed with Student’s t-test at each time point between SPF and GF mice. In case of unequal variances between the two groups, the Wehch’s two sample t-test was used. *P* values were corrected for multiple testing using BH procedure and FDR < 5% threshold is considered as significant differences.

### Metabolomic analyses by ^1^H nuclear magnetic resonance (NMR) spectroscopy

See Supplementary Methods online.

### Multivariate analysis of metabolomic data

The pre-processed NMR data were imported into Simca-P^+^ software (version 13.0.2, Umetrics AB, Umea, Sweden) for multivariate statistical analysis. First, principal component analysis was used to detect intrinsic clusters and outliers. Then, partial least squares–discriminant analysis (PLS–DA) was used to study the relationship between time and NMR spectral data. Seven-fold cross validation was used to determine the number of latent variables to include in PLS-DA models. R^2^ (proportion of explained variation) and Q^2^ (predictive ability) values were used to assess PLS-DA model validity. Typically, a valid model has R^2^ > 50% and Q^2^ > 0.4. A permutation test (200 iterations) was used to assess PLS-DA model robustness. Discriminant NMR buckets were selected using the very important variable (VIP) value, a global measure of the influence of each variable on the PLS-DA model. The non-parametric Kruskal–Wallis test was finally used to determine significant variables among the VIP-selected variables. This test was conducted using R software.

NMR data were preprocessed using orthogonal signal correction (OSC) with time as a correction factor. The OSC filtering was applied to remove variation in the NMR matrix data not correlated with the time (confounding factors such as physiological, experimental, or instrumental variation). Filtered data were then Pareto scaled. PLS-DA was applied to the filtered and scaled data. Hierarchical clustering and a heatmap were used to classify averaged NMR data according to phenotypes (SPF vs GF) over Zeitgeber time (ZT0/ZT6/ZT12/ZT18). In this method, identical NMR profiles are clustered together. The heatmap was drawn using the R “gplots” package (http://www.r-project.org/).

### Plasma biochemistry

See Supplementary Methods online.

### Rhythmicity analysis for liver gene expression, liver metabolomic and plasma biochemistry data

For each data set, statistical tests for rhythmicity were performed using JTK_Cycle algorithm^16^ (http://dx.doi.org/10.1177/0748730410379711), reporting BH adjusted *P* values for the identification of waveform parameters for each variable (ProbeSet for microarray, gene for qPCR, bucket for metabolomic, biochemical compound), and BH adjusted *P* values for multiple testing between all variables. Variables with FDR < 5% were considered significantly rhythmic.

Variables were then classified into 6 different classes according their rhythmicity significance and parameters (period and phase lag) regarding SPF and GF mice. Class 1: significant rhythmic variables and identical parameters results for both SPF and GF mice; Class 2: significant rhythmic variables in both SPF and GF mice but with a phase lag in GF mice compared to SPF; Class 3: significant rhythmic variables in both SPF and GF mice but with a different period in GF mice compared to SPF; Class 4: significant rhythmic variables in SPF but not in GF mice; Class 5: significant rhythmic variables in GF but not in SPF mice; Class 6: no significant rhythmic variables neither in SPF nor in GF mice.

## Additional Information

**How to cite this article**: Montagner, A. *et al.* Hepatic circadian clock oscillators and nuclear receptors integrate microbiome-derived signals. *Sci. Rep.* **6**, 20127; doi: 10.1038/srep20127 (2016).

## Supplementary Material

Supplementary Information

Supplementary Excel File

## Figures and Tables

**Figure 1:**
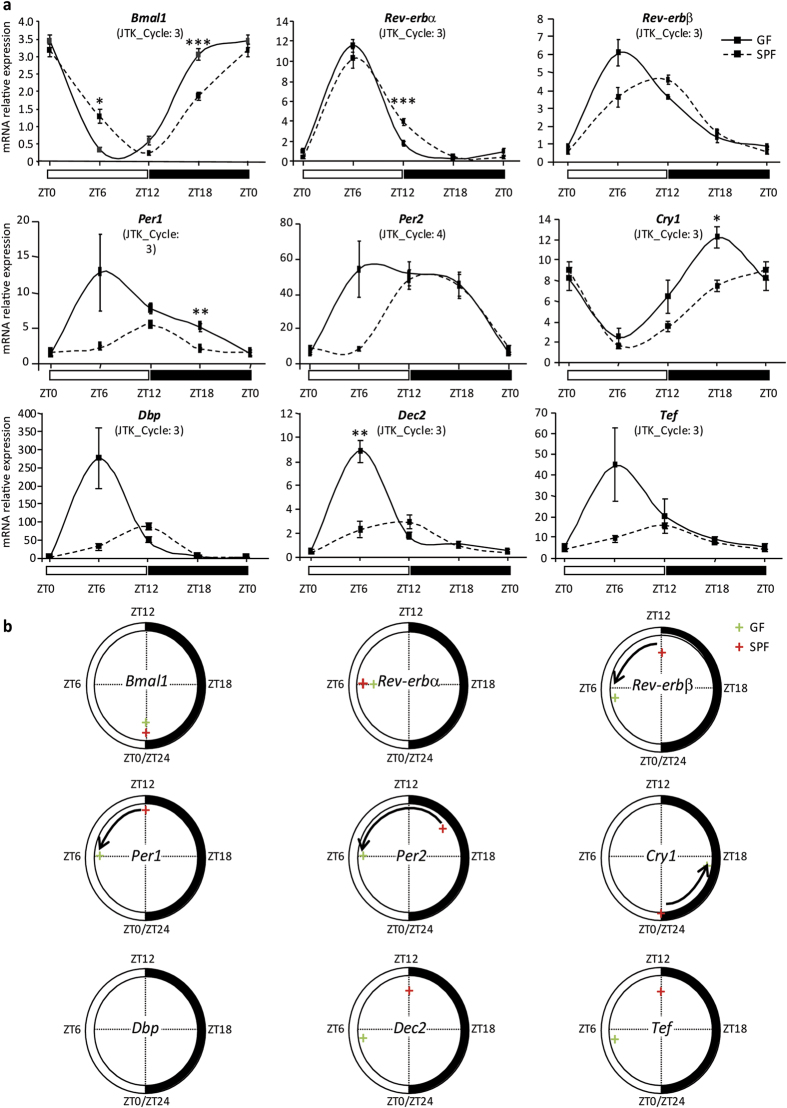
Gut microbiome influences hepatic core clock and clock-controlled gene expression. (**a**) Hepatic mRNA levels were measured at ZT0, ZT6, ZT12, and ZT18 by real-time quantitative PCR. Data presented are the mean ± SEM of relative expression values measured in germ-free (GF; black line) and specific pathogen–free (SPF; black dotted line) mice (n = 5 animals/group/ZT time point). Statistical analyses were performed with Student’s t-test at each time point between SPF and GF mice. In case of unequal variances between the two group samples, the Wehch’s two sample t-test was used. *P* values were corrected for multiple testing using BH procedure and FDR < 5% threshold is considered for significant difference. ***FDR < 0.005, **FDR < 0.01, *FDR < 0.05. (**b**) Graphical representation of acrophase (mode of expression) of hepatic core clock genes estimated by JTK_Cycle analysis for SPF (red cross) and GF (green cross) mice. The arrow indicates the shift for each gene expression tested between SPF and GF condition.

**Figure 2:**
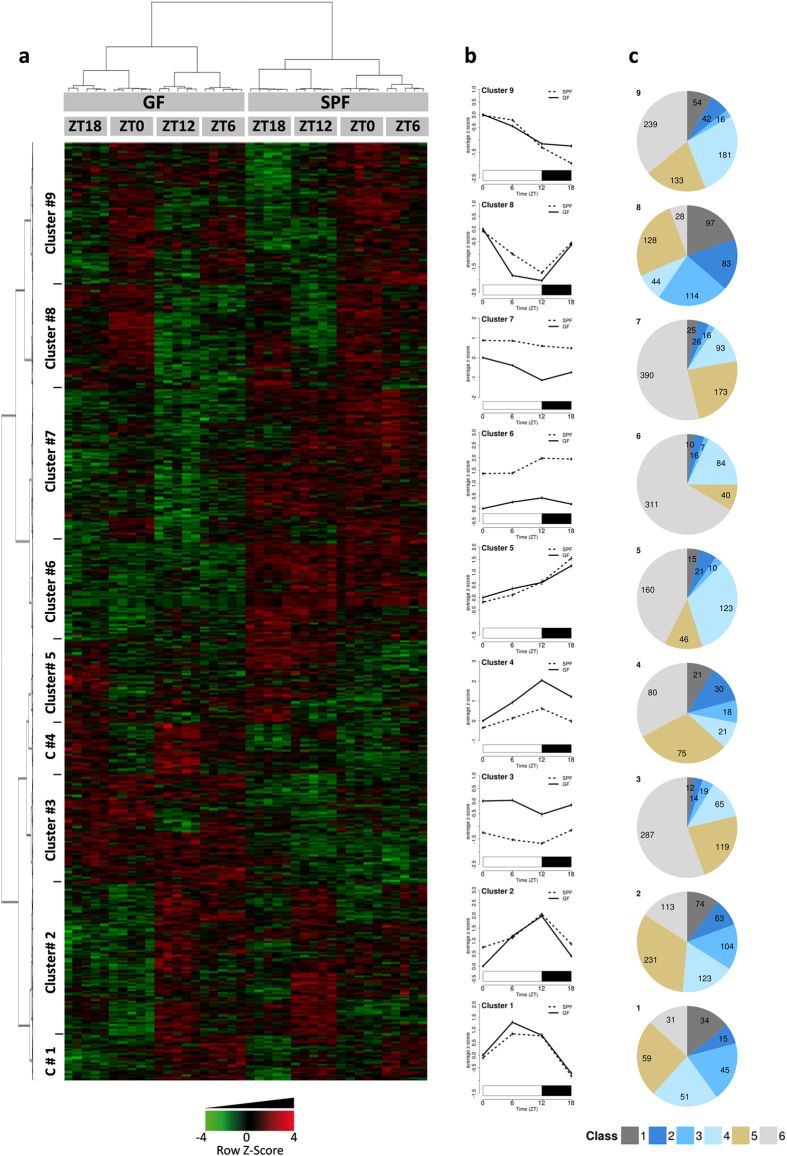
Gut microbiome affects the hepatic transcriptome and the daily hepatic gene expression. (**a**) Hepatic transcriptome was analysed at ZT0, ZT6, ZT12, and ZT18 in GF and SPF mice using Affymetrix Mouse Gene 2.0 ST arrays. Each group comprised 5 mice (a total of 40 animals). A model was fitted using the limma lmFit function. Probes with FDR < 1% (BH procedure) were considered significantly regulated. A hierarchical clustering was obtained from individual’s expression values of 4429 significantly regulated ProbeSets overall comparisons using 1-Pearson correlation coefficient as distance and the Ward’s criterion for agglomeration. Red and green colors presented in the heatmap indicate values above and below the mean centred and scaled expression values, respectively. Black indicates values close to the mean. The ProbeSets clustering and individuals clustering are illustrated on left panel dendrogram and top panel dendrogram, respectively. (**b**) Gene expression profiles of the 9 ProbeSets clusters. Mean expression values centred and scaled (average Z-score) are plotted for each sanitary status along the Zeitgeber time (ZT) (GF, black line and SPF, black dotted line). Data are scaled so that values for SPF mice at ZT0 equal zero (reference group). Error bars represent the 95% confidence interval (n = 5 animals/group/ZT time point). (**c**) Rhythmicity analysis (JTK_Cycle) on ProbeSets. For each ProbeSets cluster, the rhythmicity classes distribution is illustrated as pie charts. ProbeSets are categorized into 6 classes according to rhythmicity significance and parameters (period and phase lag) results regarding SPF and GF mice. Class 1 (dark grey): significant rhythmic ProbeSets with identical rhythmicity parameters for both SPF and GF mice; Class 2 (dark blue): significant ProbeSets in both SPF and GF mice but with a phase lag for GF mice; Class 3 (blue): significant rhythmic ProbeSets in both SPF and GF mice but with a different period for GF mice; Class 4 (light blue): significant rhythmic ProbeSets in SPF but not in GF mice; Class 5 (beige): significant rhythmic ProbeSets in GF but not in SPF mice; Class 6 (light grey): no significant rhythmic ProbeSets neither in SPF nor in GF mice.

**Figure 3:**
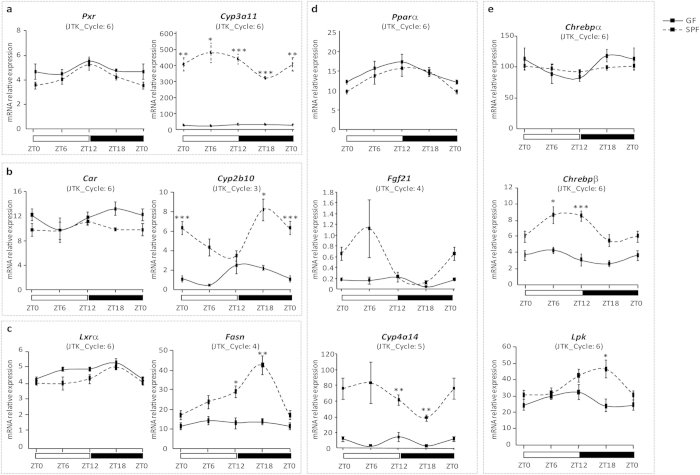
Daily expression of fatty acid, xenobiotic, sterol, and glucose sensors and their target genes under SPF and GF conditions. Hepatic mRNA levels of transcription factors and their respective target genes: (**a**) *Pxr* and *Cyp3a11*, (**b**) *Car* and *Cyp2b10*, (**c**) *Lxrα* and *Fasn*, (**d**) *Pparα, Fgf21*, and *Cyp4a14*, and (**e**) *Chrebp α* and *β* and *Lpk* measured at ZT0, ZT6, ZT12, and ZT18 by real-time quantitative PCR. Data are the mean ± SEM of relative expression values measured in GF and SPF mice (n = 5 animals/group/ZT time point). Statistical analyses were performed with Student’s t-test at each time point between SPF and GF mice. In case of unequal variances between the two samples, the Wehch’s two sample t-test was used. *P* values were corrected for multiple testing using BH procedure and FDR < 5% threshold is considered for significant difference. ***FDR < 0.005, **FDR < 0.01, *FDR < 0.05.

**Figure 4:**
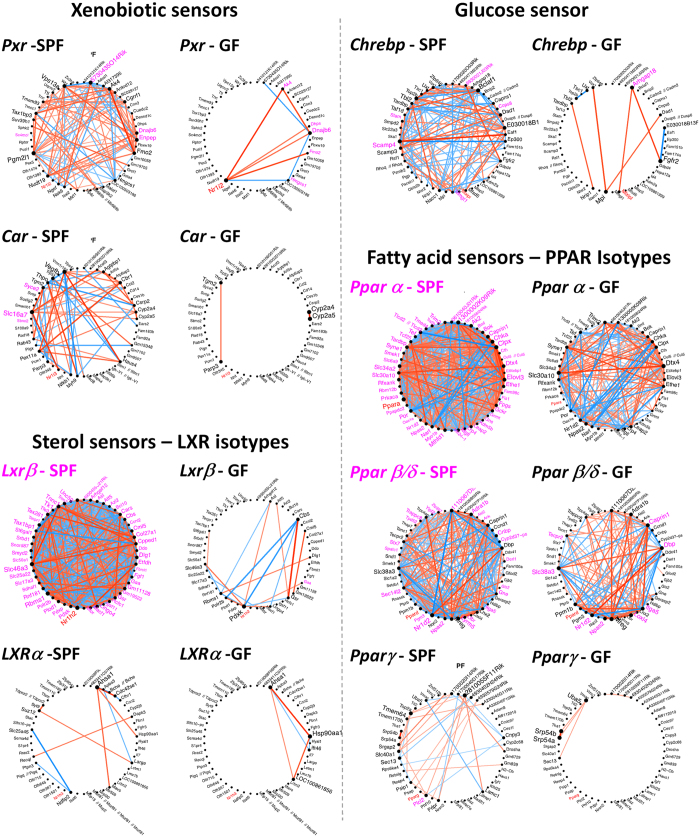
Gut microbiome strongly impacts hepatic gene expression correlation networks of *LXRβ* and *PPARα.* Networks of the 50 genes showing the highest absolute correlation with each gene of interest, *Pxr, Car, Lxrβ and α, Chrebp, and Pparα*, *β*, *and* γ (red node) under SPF condition (n = 20 mice) are presented as circle plots. The edges corresponding to significant correlations are represented (Bonferroni-adjusted *P* value < 5%). Another network circle plot based on these 51 genes is then presented in GF mice. Magenta nodes correspond to genes significantly correlated with the gene of interest. The thickness of the edges reflects the absolute correlation, and red/blue were used for positive/negative correlations, respectively. The size of each node indicates the connectivity in the circle plots.

**Figure 5:**
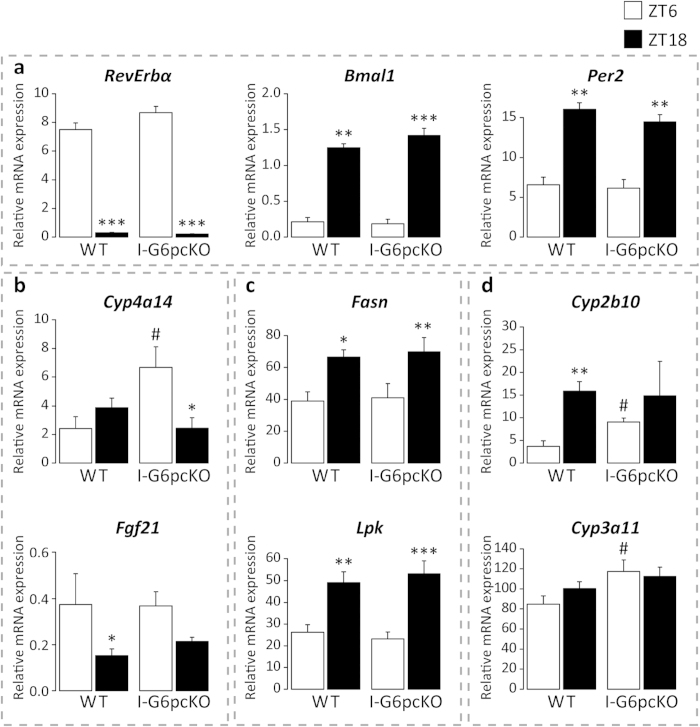
Intestinal gluconeogenesis does not impact liver clock, PPARα, LXR, ChREBP, CAR, and PXR activities. Hepatic mRNA levels of (**a**) *Rev-erbα, Bmal1, Per2*, (**b**) *Cyp4a14* and *Fgf21*, (**c**) *Fasn* and *Lpk*, and (**d**) *Cyp2b10* and *Cyp3a11* were measured at ZT6 and ZT18 by real-time quantitative PCR. Data are the mean ± SEM of values measured in wild-type mice (WT) and in mice with intestine-specific deletion of G6Pase (I-G6PcKO) (n = 6 animals/genotype/ZT time point). Statistical analyses were performed with Student’s t-test. In case of unequal variances between the two samples, the Wehch’s two sample t-test was used. *P* values were corrected for multiple testing using BH procedure and FDR < 5% threshold is considered for significant difference. * represents difference between ZT time points within a genotype; ***FDR < 0.005, **FDR < 0.01, *FDR < 0.05. ^#^represents difference between genotype for a ZT time point; ^#^FDR < 0.05.

**Figure 6:**
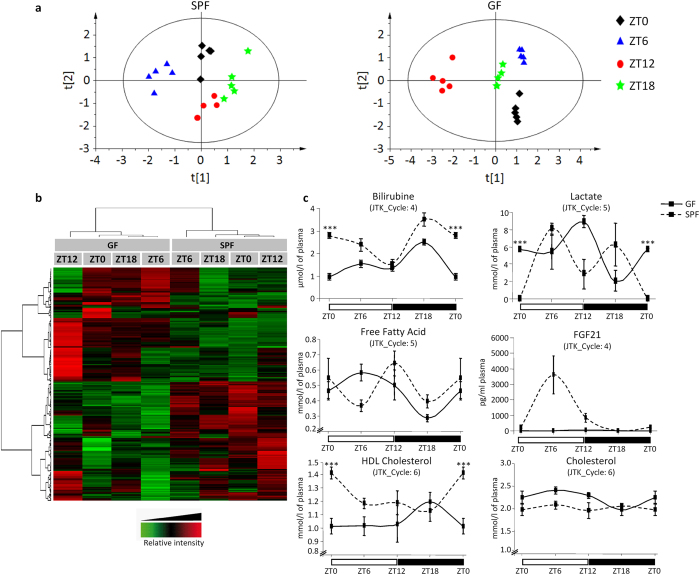
Gut microbiome influences hepatic metabolites and plasma biomarkers. (**a**) Two-dimensional PLS-DA scores plot of liver extract integrated ^1^H-NMR spectra. Each dot represents an observation (animal), projected onto first (horizontal axis) and second (vertical axis) PLS-DA variables. Time points are shown in different colors: ZT0 in black, ZT6 in blue, ZT12 in red and ZT18 in green. The black ellipse determines the 95% confidence interval, which is drawn using Hotelling’s T^2^ statistic. Left: SPF mice: A = 5, R^2^ = 94.6%, Q^2^ = 0.654; Right GF mice: A = 4, R^2^ = 87.5%, Q^2^ = 0.616. (**b**) Periodic changes in metabolites detected by NMR profiling of liver metabolites from GF and SPF mice are presented as a heatmap. Red and green indicate values above and below the mean, respectively. Black indicates values close to the mean. Individual values for each group are represented in the heatmap, and the hierarchical clustering was obtained from individual values using 1-Pearson correlation coefficient as distance and the Ward’s criterion for agglomeration. (**c**) Plasma biochemistry in GF (black line) and SPF (black dotted line) mice. Data are the mean ± SEM (n = 5 animals/group/time point) Statistical analyses were performed with Student’s t-test at each time point between SPF and GF mice. In case of unequal variances between the two samples, the Wehch’s two sample t-test was used. *P* values were corrected for multiple testing using BH procedure and FDR < 5% threshold is considered for significant difference. ***FDR < 0.005, **FDR < 0.01, *FDR < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

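Liver RNA of 40 male mice was measured on Affymetrix Mouse Gene 2.0 ST arrays, with 5 GF and 5 SPF mice at each of ZT0, ZT6, ZT12 and ZT18 and 1 array per mouse. The authors made the deposited log2 values from the scanned arrays with RMA (background correction, quantile normalization and summary of the probes of each probeset) in Affymetrix Expression Console version 1.3.0.187. The deposited table has 41345 entries without missing values. Control probesets (190) and 5331 low-numbered entries without a gene were left out, which leaves 35824 probesets. Of these, 23525 have a single gene symbol (23328 matched to the gene reference by gene ID), 1810 have several and 10489 have none here. Where a gene has more than 1 single-symbol probeset (1082 of 22184 genes), that with the highest mean was taken. This holds for single genes, gene lists and the transcription factors of the networks, but not for the genes picked into a network. Genes without a single-symbol probeset are not analysed here. Array medians lay around 4.26, and 14694 probesets (41%) have a mean above log2 5, so that many of the others lie near the background. No 2 arrays were copies of each other.

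Differences were computed with limma 3.58.1 in R 4.3.3 from a model with a mean per group (8 groups, 40 arrays) and moderated variances, with p values adjusted by Benjamini-Hochberg (BH) over all probesets within each contrast, at most 0.01. The contrasts were GF minus SPF at each ZT, the average over the 4 ZT, and an F test of the dependence of the difference on ZT. Mice were clustered on the probesets that differed at any ZT and the probesets into 9 clusters, with 1 minus Pearson's r and Ward's linkage (ward.D). The tests of differences, rhythm and networks were also run on simulated data.

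Rhythm was tested by JTK_Cycle, written in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), within the 20 mice of each kind, with periods of 12, 18 and 24 h and a BH adjusted p under 0.05. The order of time points in each of its 9 waveforms was taken from the 766 probesets of the paper's supplementary Excel file that are held, so that p values equal those of that table. This form was settled after counts from other forms had been seen, by its equality with the paper's p values and not by the counts. Classes 1 to 6 follow the paper: rhythmic in both kinds of mice with equal period and peak, with another peak, with another period, in SPF mice alone, in GF mice alone, and in neither.

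Correlation networks took the 50 single-symbol probesets with the highest absolute Pearson r over the 20 SPF mice, and several probesets of a gene can be among them. Relations were called at a Bonferroni adjusted p under 0.05 over all pairs in the network. For single relations, permutation tests (two-sided) and BH over 150 relations were used. Gene lists, 37 in all with 693 entries, of which 620 have a single-symbol probeset, were written from general knowledge before the data were examined: core clock, clock output, receptors, targets of PPARα, CAR and PXR, AhR, LXR and SREBP1, and ChREBP, cholesterol synthesis, bile acids, glutathione, long-chain fatty acids, coagulation, complement, acute phase, interferon, proteasome, autophagy, starvation, amino acids, male-biased and female-biased genes, heat shock, ER stress, glucocorticoid targets, cell cycle, pericentral and periportal genes, and markers of 9 cell types or tissues. They were tested with camera (inter-gene correlation 0.01, two-sided) at a BH adjusted p of at most 0.05 over the 37 lists within each contrast. Figures were drawn with matplotlib 3.10.9.

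The genes named follow a rule written before the data were examined: each gene the paper names; the 10 largest rises and 10 largest falls of the average contrast with the same sign at all 4 ZT; the 5 largest rises and falls at each ZT; the 10 smallest p of the dependence on ZT; up to 4 members of each list with the smallest p; and up to 5 genes of each network with the highest absolute r. The first part of the supplementary Excel file was readable when the rule was written and was not used for it. A few list members whose direction departs from their list, and those that make up a count of 5 or fewer, were named after their values were seen.

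Alternatives set before the data were examined were a filter at a mean above log2 5, single-symbol probesets only, a further quantile normalization or centring of the arrays, a fit on the 10 arrays of a ZT, array weights, a mean-variance trend with robust variances, replicate numbers as blocks, other corrections and thresholds, other periods and tests of rhythm, other linkages, other corrections, Spearman's rho and residuals from the ZT means for networks, fry, an estimated correlation and the mean over a gene's probesets for lists, and each array left out in turn. Chosen after seeing the data were a form of JTK_Cycle with tied time points, its p adjusted over waveforms only, and a limma test of list means per mouse. Chance was assessed by shuffling labels in 100 groupings, the real one included. Values from PCR, plasma, metabolites and behaviour are not in the deposited array data and were left out.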

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

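In this part, the tests of list means per mouse, of the daily range of the transcription factors and of a shifted glucocorticoid profile were chosen only after the result was seen, and the 3 patterns weighed were picked after their list tests or counts had been seen. Of 216 groups of 5 mice examined, 16 of them measures of whole arrays and 200 levels of single genes, 10 held a mouse whose value lay far from the other 4, all among the genes, where chance gives about 1 in 20. The values, on the log2 scale and with the range of the others, are 8.43 for Nr1d1 in SPF ZT12 replicate 2 (8.9 to 9.07), 7.54 for Cry2 in GF ZT12 replicate 4 (7.93 to 8.04), 5.96 for Tef in SPF ZT0 replicate 5 (6.21 to 6.3), 4.05 for Bhlhe41 in SPF ZT18 replicate 4 (3.63 to 3.72), 9.48 for Nr1i2 in GF ZT18 replicate 2 (9.74 to 9.82), 10.35 for Nr1i3 in GF ZT12 replicate 4 (10.92 to 11.12), 7.4 for Ppard in SPF ZT6 replicate 3 (6.77 to 6.92), 7.45 for Pparg in GF ZT12 replicate 4 (6.85 to 7.02), and, in SPF ZT0 replicate 2, 5.92 for Cyp2b10 (6.84 to 7.12) and 11.03 for Cyp4a14 (12.06 to 12.17). GF ZT12 replicate 4 accounts for 3 of them and SPF ZT0 replicate 2 for 2.

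For these named genes the difference between GF and SPF mice depended on ZT by the limma F test (adjusted p): Tubb2a 5.06e-08, Coq10b 2.75e-06, Clpx 3.32e-06, Tars 6.37e-05, Net1 and Grk5 7.22e-05, Ciart and Arntl 8.22e-05, Esr1 and Stim2 0.000103, Dbp 0.00022, Clock 0.00258 and Bhlhe41 0.00984. The last call ended without any of 34 of the 40 arrays (0.0101 to 0.0295) and is at the limit. The list means per mouse depended on ZT in the same way for clock output (3.54e-06), the proteasome (0.000146), glucocorticoid targets (0.00285) and pericentral genes (0.00449).

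The paper's text does not discuss 7 gene lists that differed on average over the 4 ZT (camera adjusted p): male-biased liver genes 5.81e-11, glucocorticoid targets 3.45e-09, cell cycle 6.4e-07, female-biased liver genes 3.64e-06, Kupffer cell markers 6.83e-05, pericentral genes 0.000204 and ER stress 0.00178. Its Supplementary Table S3 could not be read here. Pericentral genes, ER stress and Kupffer markers lost their call with an estimated correlation (0.0719, 0.396 and 0.149).

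Fewer genes of the networks were significantly correlated in GF than in SPF mice. Picking genes by their r in SPF mice lowers the count in any other mice. In 9 of 15 networks, fewer than 5 of 100 draws of relabelled mice kept as few genes. More than 7 such networks had been set beforehand as evidence against picking as the sole cause. The draws share a mean at each ZT, and the count in the group used for picking was not recorded. How much of the loss comes from picking is therefore not known, least of all for PPARα, where draws kept a median of 2 genes (0 to 8). Of these 9 networks, the transcription factor's daily range was smaller in GF mice in 6 and larger in Cry1, Rev-erbα and ChREBP. A smaller range may contribute and stays open. Genes picked in GF mice lost as many relations in SPF mice (558 and 145), as would follow if different genes vary together in the 2 kinds of mice. For PPARα and PPARγ, picking in GF mice found only 1 correlated gene each against 50 and 6 in SPF mice, a weaker correlation in GF mice. Over all 15 networks, picking in GF mice found more correlated genes, 558 against 475, so that some other networks had more in GF than in SPF mice. A difference in housing between the facilities stays open, since the labels do not give it.

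Male-biased genes were higher and female-biased genes lower in GF livers, as if the GF mice had a more male pattern. Female mice among the SPF mice are argued against: 0 SPF arrays had a level of Xist more than 1 log2 unit above the median of the GF arrays (2.71 to 3.36 over all arrays), and 3 Y-linked genes stayed at 7.34 or above. The female-biased list without the members it shares with the xenobiotic and PPARα lists gave an unadjusted camera p of 0.000333 (21 genes, median −0.14). These genes were thus still lower by this test, which alone is weak evidence for a list. They still hold Cyp3a44, a relative of Cyp3a11, and no p with an estimated correlation is given for them. The male-biased list shares C6 and C8b with the complement list, and Cyp7b1 and Slco1a1 with the bile acid list. It was not tested without them. Whether shared members explain the pattern stays open. An effect of the microbiome on the hormonal control of these genes may be at work, and was not tested.

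Glucocorticoid targets were higher in GF mice, most at ZT18. At ZT18, the time taken for its smallest camera p, the rise was not carried by a few mice: 5 of 5 GF mice had a list mean above the highest SPF mouse. This does not extend to ZT0 and ZT6, where the list mean differed by 0.22 and 0.29 (limma, adjusted p = 0.316 and 0.182). The rise was not only a shift of the daily profile, since the list mean averaged over the 4 ZT differed by 0.69 (SE 0.087), a ratio of 7.9. The paper's introduction recalls excess corticosterone after depletion of the microbiome by antibiotics, and a higher glucocorticoid tone in GF mice may account for the rise. The array data hold no level of the hormone, so this was not tested. Handling and housing, which can raise the hormone, are not given by the labels and stay open.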

How the results depend on the processing

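In this part, the p of JTK_Cycle adjusted over waveforms only was chosen only after the result was seen. Of 376 limma calls of named genes, each kept its direction. The call was kept for 360 of the 360 with a mean above log2 5, 376 with single-symbol probesets only, 365 after a further quantile normalization, 360 after centring of the arrays, 365 with array weights, 372 with a trend and 366 with replicate numbers as blocks, but for only 125 of 253 in a fit on the 10 arrays of the ZT, where fewer residual degrees of freedom are left, and for 313 with blocks of ZT and replicate number. Replicate numbers do not pair the mice: over the 20 pairs the correlation of residuals lay from −0.099 to 0.059. Leaving out an array ended 83 of the calls. Of 89 calls of lists none reversed; 88 held after either scaling, 87 with the mean over a gene's probesets, 73 with fry and 30 with an estimated correlation, and an array left out ended 17.

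The count of probesets that differ at any ZT (2270) was 759 on the 10 arrays of each ZT, 1467 with blocks of ZT and replicate number, 4589 with changes between successive ZT added, 3735 with the average and the dependence on ZT added, 252 with an absolute log2 difference above 1 and 4575 at an adjusted p of at most 0.05, the latter 4 by construction. On 10 arrays, ZT0, ZT6, ZT12 and ZT18 gave 290, 223, 358 and 326. With blocks of ZT and replicate number, ZT6, ZT12 and the dependence on ZT gave 535, 734 and 46. A further quantile normalization raised the share of higher probesets from 35.8% to 44.5% on average and from 36.5% to 43.5% at any ZT. The dependence on ZT passed for 400 probesets with a mean above log2 5, where fewer were tested. Rhythmic probesets at a BH adjusted p under 0.01 were 911 in SPF and 1394 in GF mice, with 593 in classes 2 to 5, and with the p adjusted over waveforms only 6997 and 6888. On all probesets, 25 mice fell with their microbiome at the first division. The smallest cluster held 68 probesets with ward.D2. The networks counted 89, 463 and 2 genes in GF mice with Bonferroni over all genes, at an unadjusted p under 0.05 and on residuals from the ZT means, and 10 lists passed with an estimated correlation. Where no construction is named, the cause was not tested.

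With an array left out, the counts lay from 2021 to 2279 at any ZT, 343 to 464 at ZT0, 568 to 827 at ZT6, 814 to 1101 at ZT12, 703 to 882 at ZT18, 2931 to 3187 on average, 85 to 189 for the dependence on ZT, 2096 to 2728 for rhythm in SPF mice, 2336 to 2910 in GF mice, 976 to 1064 for classes 2 to 5, 130 to 154 for the networks (GF arrays only, as no SPF array was left out), 39 of 39 mice for both divisions of the tree and 19 to 19 for the lists. In simulated data, 49 of 100 differences of 0.5 and 95 of 100 of 1 on the log2 scale were called at ZT6, so smaller differences at a single ZT are often missed.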

Differences from the paper's values

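In this part, the p of JTK_Cycle adjusted over waveforms only and the form with tied time points were chosen only after the result was seen. The paper gives 4429 differentially expressed transcripts at a false discovery rate of 1%, and 2270 probesets passed here at any ZT. Of the alternatives set before the data were examined, the count falls within 1.5 times the paper's with a mean above log2 5 (3047), with changes between successive ZT added (4589), with the average and the dependence on ZT added (3735), and at an adjusted p of at most 0.05 (4575). It does not with single-symbol probesets (2148), a further quantile normalization (2239), centring (2046), the 10 arrays of a ZT (759), array weights (2241), a trend (2554), either block (1467 and 2165), BH over the 4 contrasts together (2233), the F test (2846) or a log2 difference above 1 (252). The paper's legend of Fig. 2 speaks of all comparisons and its methods of differences between conditions, which can hold comparisons beyond GF against SPF at each ZT, and neither names each contrast.

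The share of differing transcripts in class 1 is about 7.7% in Fig. 2c, read by eye, and 4% here, over another set of probesets. With 24 h only and with a mean above log2 5 it is 5.2%, within 1.5 times of the paper's, and with 12 and 24 h (4.8%) and a BH adjusted p under 0.01 (1.5%) it is not. Of the forms chosen after seeing the values, the p adjusted over waveforms only gives 6%, within that range, and tied time points 4.1%.

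Among the 766 probesets held of the supplementary Excel file, the paper's class column marks 156 as rhythmic in SPF and 157 in GF mice, where 57 and 76 have a BH adjusted p under 0.05 here, the level the paper's text states. The paper's own BH adjusted p in that table are under 0.05 for the same numbers, 57 and 76. No alternative set before the data were examined reaches the marks: 24 h only gives 56 and 87, 12 and 24 h 59 and 76, the limma F test 85 and 90, the cosinor 67 and 94, a mean above log2 5 81 and 103, and a BH adjusted p under 0.01 24 and 40. The p adjusted over waveforms only, chosen after seeing the values, gives 156 and 157, with the same mark in 766 of 766 probesets for each kind of mice, so that it drops 0 of the paper's, and tied time points, also chosen after, give 51 and 70. The highest BH adjusted p among those marked in SPF mice is 0.235.

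The paper counts Cry2 among the less affected networks, and here it kept 3 of 50 genes, fewer than Cry1 and Rev-erbα and between 0 and 5 with a GF array left out. With Spearman's rho it kept 1 against 6 and 13. With Bonferroni over all genes, Cry2 had 49 correlated genes in SPF and 0 in GF mice, Cry1 15 and 8, and Rev-erbα 36 and 7. Each of these is counted over the same 50 genes. The median absolute r of Cry2 went from 0.87 to 0.67, against 0.83 to 0.65 and 0.86 to 0.72. By 2 other measures Cry2 was less affected, as in the paper. It kept 31.4% of its SPF links against 14.2% for Cry1 and 12% for Rev-erbα. At an unadjusted p under 0.05 it kept 45 genes against 39 and 43. Rorα, also among the less affected in the paper, kept 1 of 10 genes and 9.3% of its links, and the networks of Clock, Bmal1, Rev-erbβ and Per1 kept 24 to 30. It lists long-chain fatty acid transport among the functions lower in GF mice, and the list used here had 2 genes higher and 2 lower. It lists protein catabolism among those higher, and the proteasome list was lower on average (median −0.07) and called higher at ZT18 only (median 0.05, camera adjusted p = 0.0149, and adjusted p = 0.254 with an estimated correlation; 0.0991 without SPF ZT18 replicate 2), while amino acid catabolism was higher, as in the paper. It lists autophagy as enriched at ZT6, and the list used here had 2 genes higher and 1 lower at that time, and both higher calls end without SPF ZT6 replicate 1, 3 or 5 or GF ZT6 replicate 4 or 5. These lists are not the gene ontology terms of the paper.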

Other observations

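In this part, the test of list means per mouse was chosen after the result was seen. The form of JTK_Cycle was settled after counts from other forms had been seen. GF and SPF labels were shuffled within each ZT in 100 groupings, the real one included. Only the real one gave a count as large in each case, and 1 of 100 is the smallest share that can be had. At any ZT, 2270 probesets stood against at most 16 in the others. The counts were 511 against 0 at ZT0, 839 against 1 at ZT6, 1130 against 16 at ZT12 and 959 against 2 at ZT18. They were 3184 against 1 on average and 166 against 1 for the dependence on ZT. Shuffled groups mix GF and SPF mice, which widens the spread within them and itself lowers their counts. With ZT shuffled among the mice of a kind, 2924 rhythmic probesets in SPF mice and 3147 in GF mice stand against at most 1. For the gene lists, 19 stand against at most 17 and a median of 7, so that the total exceeds chance by little and each list rests on its own test.

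Glucocorticoid targets were higher on average for 10 of 15 genes, 12 adjusted over the list alone, with a median of 0.5. Fkbp5 was 1.68-fold, Lcn2 2.54-fold and Klf9 1.38-fold higher. At ZT18 the list reached a median of 1, with Zbtb16 (1.81) and Cdkn1a (2.11) higher and a camera adjusted p of 2.16e-12 that holds with an estimated correlation (0.00539). The list mean per mouse differed by 1.04 at ZT12 and 1.22 at ZT18 (limma, adjusted p = 6.87e-06 and 9.18e-07). At ZT0 and ZT6 it differed by only 0.22 and 0.29 (adjusted p = 0.316 and 0.182).

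Of 22 male-biased genes 13 were higher and 2 lower (14 and 4 adjusted over the list alone), with Mup21 2.23-fold higher, and of 26 female-biased genes 11 were lower and 2 higher (13 and 2), with Cyp39a1 2.65-fold lower. Both hold with an estimated correlation (0.017 and 0.0442). Of 19 cell cycle genes 7 were lower and none higher (9 and 0 adjusted over the list alone), with Mcm2 at −0.54 and Ccnd1 at −0.7, and the list holds as well (0.0456).

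Pericentral hepatocyte genes were higher for 5 of 14 and lower for 2 (6 and 2 adjusted over the list alone), with Rhbg (0.87) and Gulo (0.35) higher, and periportal genes higher for 3 and lower for 2 of 11 (adjusted p = 0.521). ER stress genes had 1 of 18 higher, Derl3, and none adjusted over the list alone, with a median of 0.11. The call of Derl3 ended without any of 26 of the 40 arrays (SPF ZT0 replicate 1, 2, 3 or 5, SPF ZT6 replicate 1, 4 or 5, SPF ZT12 replicate 1, 3 or 5, SPF ZT18 replicate 1, 2 or 4, GF ZT0 replicate 1, 2 or 3, GF ZT6 replicate 1, 2, 4 or 5, GF ZT12 replicate 1, 4 or 5, or GF ZT18 replicate 1, 2 or 4; adjusted p from 0.0114 to 0.0178). Heat shock genes had 1 of 10 lower, Hspb1 (−0.51), and an adjusted p of 0.909. Endothelial markers had 1 of 10 higher, Lyve1 (0.64), and 3 lower (adjusted p = 0.648). Markers of pancreas (0.225), adipose tissue (0.721) and the single erythroid gene (0.76) did not differ as lists, with Cela1 (0.32), Fabp4 (0.49) and no erythroid gene higher.

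The list mean of cholesterol synthesis genes was not shown to differ by ZT (limma, adjusted p = 0.0776). The camera test called the list higher in GF mice at ZT0 (adjusted p = 0.000175), lower at ZT6 (0.0032) and higher at ZT12 (0.0052). None of these holds with an estimated correlation (adjusted p = 0.335, 0.48 and 0.45 with an estimated correlation), and the calls at ZT6 and ZT12 end without SPF ZT6 replicate 5 (0.119) and GF ZT12 replicate 1 (0.0766). Of the 18 genes, 8 were rhythmic in SPF mice alone, 3 in GF mice alone and 4 in both, which does not show that their rhythms differ.

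Of 383 probesets rhythmic in both kinds of mice with the same period and another peak, 291 peaked earlier in GF mice and 92 later, 346 of them by 3 h, the step of the waveforms. The difference between the groups depended on ZT for 38 of the earlier and 4 of the later ones. In simulated data, a 24 h rhythm with its peak at ZT6 was given that period and peak in only 47 of 100 probesets, so that a 3 h difference also arises without a shift.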
